# Genome-wide profiling of mouse RNA secondary structures reveals key features of the mammalian transcriptome

**DOI:** 10.1186/s13059-014-0491-2

**Published:** 2014-10-17

**Authors:** Danny Incarnato, Francesco Neri, Francesca Anselmi, Salvatore Oliviero

## Abstract

**Background:**

The understanding of RNA structure is a key feature toward the comprehension of RNA functions and mechanisms of action. In particular, non-coding RNAs are thought to exert their functions by specific secondary structures, but an efficient annotation on a large scale of these structures is still missing.

**Results:**

By using a novel high-throughput method, named chemical inference of RNA structures, CIRS-seq, that uses dimethyl sulfate, and N-cyclohexyl- N'-(2-morpholinoethyl)carbodiimide metho-p-toluenesulfonate to modify RNA residues in single-stranded conformation within native deproteinized RNA secondary structures, we investigate the structural features of mouse embryonic stem cell transcripts. Our analysis reveals an unexpected higher structuring of the 5′ and 3′ untranslated regions compared to the coding regions, a reduced structuring at the Kozak sequence and stop codon, and a three-nucleotide periodicity across the coding region of messenger RNAs. We also observe that ncRNAs exhibit a higher degree of structuring with respect to protein coding transcripts. Moreover, we find that the Lin28a binding protein binds selectively to RNA motifs with a strong preference toward a single stranded conformation.

**Conclusions:**

This work defines for the first time the complete RNA structurome of mouse embryonic stem cells, revealing an extremely distinct RNA structural landscape. These results demonstrate that CIRS-seq constitutes an important tool for the identification of native deproteinized RNA structures.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13059-014-0491-2) contains supplementary material, which is available to authorized users.

## Background

The development of high-throughput methods for the analysis of the epigenome and transcriptome have led to the discovery of thousands of previously unannotated transcripts [1,2], many of which lack the ability to encode proteins [3-6], as further proven by genome-wide ribosome profiling approaches [7]. While mechanisms of action have been elucidated for a small fraction of these non-coding RNAs (ncRNAs), for most the ways by which they contribute to gene regulation still remain unclear. One of the most intriguing modes of action proposed for long ncRNAs (lncRNAs) is their potential to act as modular scaffolds for the assembly of large multi-protein complexes [4,8], although the mechanistic aspects of these interactions are largely unknown. As learned from small nuclear ribonucleic particle (snRNP) complexes [9,10], most ncRNAs are thought to exert their functions by folding into locally stable secondary structures that may provide anchoring sites for interacting proteins. For example, it has been shown in *Drosophila melanogaster* that both MLE and MSL2 proteins of the MSL complex act by binding to conserved structural domains of the *roX1/2* ncRNAs, which then mediate targeting to the X chromosome to regulate dosage compensation in fruitfly [11,12]. Furthermore, in differentiating mouse embryonic stem cells (ESCs), MLL1 protein has been shown to be required for the transcriptional activation of *Hoxa6/7* genes, and its recruitment to chromatin is mediated by interaction with a stem-loop structure located in the 3′ region of the *Mistral* lncRNA [13].

The growing number of annotated transcripts has outpaced the efficient analysis of their structure; at present, structural information exists for only a very tiny minority of annotated RNAs. To address this need, over the past few years various enzymatic- and chemical-based approaches have been proposed for the discovery of secondary structures for thousands of RNAs at a time [14-18]; however, all these methods are based on the assumption that *in vitro* folding may be representative of native RNA structures *in vivo*. While for certain small RNAs the *in vitro* folding landscape recapitulates well the *in vivo* one [19-21], long RNAs often exhibit rugged folding landscapes that lead *in vitro* to the prevalence of kinetically trapped intermediates and misfolded structures [22-24]. For example, *in vitro* folding of the RNAse P ribozyme is a slow process that takes several minutes and requires escape from a kinetic trap [23,25]. Comparative analysis of *in vivo* and *in vitro* probing data on human telomerase RNA revealed that while the 3′-terminal small nucleolar RNA (snoRNA)-like domain folds into comparable structures in the two conditions, the 5′ template domain exhibits very different foldings [26].

Two main scenarios can explain the differences observed in RNA folding *in vitro* and *in vivo*. The first is based on the assumption that, in the cell, most nascent transcripts are likely to fold during transcription [20,27,28]. In this perspective, the elongation rate of RNA polymerase, as well as the directionality of transcription, may influence the order and the speed of the folding events, thus preventing the formation of non-native, kinetically trapped intermediates [29]. The second, which does not exclude the first, is that many specific as well as non-specific RNA binding proteins (RBPs) may act as RNA chaperones, thus directing and stabilizing RNA folding [30-33]. To overcome the issues introduced by the study of RNA folding *in vitro*, two recent reports analyzed the structures of *Saccharomyces cerevisiae* and *Arabidopsis thaliana* RNAs by treating the cells with dimethyl sulfate (DMS) [34,35].

We present here a new method, named chemical inference of RNA structures followed by massive parallel sequencing (CIRS-seq), that allows genome-wide investigation of native deproteinized RNA secondary structures by exploiting the capacity of DMS and N-cyclohexyl-N’-(2-morpholinoethyl)carbodiimide metho-p-toluenesulfonate (CMCT) to specifically react with RNA unpaired bases. Our approach, applied to mouse ESCs, allowed us to obtain single-base resolution structural information for thousands of transcripts in their native deproteinized conformation, revealing the structural complexity of the mammalian transcriptome.

## Results

### CIRS-seq enables accurate transcriptome-wide inference of single-stranded RNA residues

The CIRS-seq method (Figure 1) is based on the use of DMS, which mainly methylates N1 of adenosine and N3 of cytosine [36,37], and CMCT, which primarily forms adducts with N1 and N3 of pseudouridine, N3 of uridine, and, to a lesser extent, N1 of guanosine and inosine [38-40] but only when these residues are in single-stranded conformation. Treatment of RNA with the two reagents enables the detection of unpaired nucleotide positions due to the modification-induced reverse transcription (RT) stop one nucleotide downstream of the modified residue. To carry out CIRS-seq, we first optimized treatments to achieve similar degrees of modification with the two reagents at different concentrations, as measured by reduction of the full-length reverse transcription product for a test RNA following reaction with either DMS or CMCT (Figure S1 in Additional file 1).

**Figure 1:**
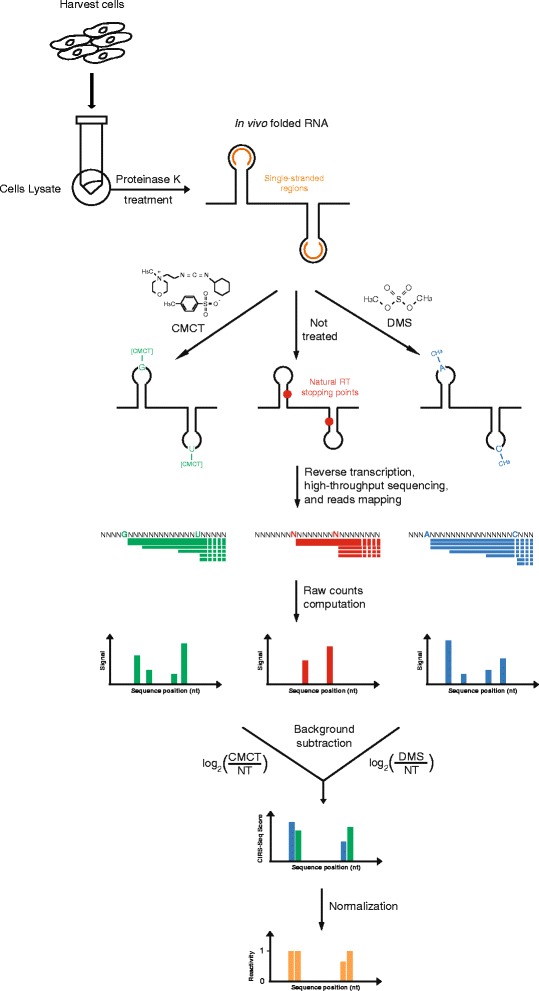
**Overview of the CIRS-seq method.** Cells are harvested and lysed in isotonic buffer, then treated with Proteinase K to unmask protein-bound regions of RNAs. The whole cell population of RNAs in their native deproteinized conformation is probed with either DMS or CMCT to modify unpaired bases. A non-treated control is also produced to allow further mapping of natural RT stops. After modification, the RNAs from the three populations are reverse transcribed, and cDNA is adapter ligated for high-throughput sequencing. Mapping reads to the transcriptome provide information regarding how many RT stops occurred at each position of the analyzed transcripts. The non-treated (NT) signal at each position is then subtracted from the DMS and CMCT signals to obtain the raw reactivity profile at base resolution. After scaling each data point above the 90th percentile to the 90th percentile, reactivity at each position is divided by the 90th percentile (90% Winsorising) to obtain the normalized reactivity.

To perform transcriptome-wide probing of RNAs in their native deproteinized conformation, we lysed mouse ESCs in an isotonic buffer, and treated the lysate with Proteinase K to unmask regions of RNAs bound by proteins, without affecting the RNA structure (supplementary Materials and methods in Additional file 1). ESC lysates were then treated with DMS or CMCT, and total RNA was extracted following reaction quenching. Extracted RNA was subjected to random-primed RT. A non-treated control was also produced to determine naturally occurring RT stops. The generated cDNAs were adapter ligated and subjected to high-throughput sequencing using the Illumina platform, resulting in about 90 × 10^6^ deep-sequencing reads for each treatment, across two biological replicates.

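CIRS-seq reads the position at which RT stops 1 base before a modified residue. The lysate of E14 mouse ESCs was treated with DMS at 50 to 200 mM, with CMCT at 10 to 50 mM, or left non-treated (NT), with 2 biological replicates each. For each of these 6 libraries, the authors deposited the number of RT stops counted at every transcript position, without normalization. The counts summed to 245272270 and 221675761 for the NT replicates, to 229302588 and 205720379 for DMS, and to 338201940 and 181944556 for CMCT. A position shared by several isoforms is listed on each of them, so these sums are larger than a number of reads. With every genomic position taken once per gene, the totals were 181331360 and 163073003 for NT, 170497865 and 153968447 for DMS, and 247369982 and 140186204 for CMCT. The counts were already placed on the modified base, and the last 25 nucleotides of every transcript carried none, so these could not be measured. Of the 26827 transcripts listed, 26792 were found in GENCODE vM1 and were analyzed. They belong to 13218 genes. DMS and CMCT together gave a median of 3.27 RT stops per base, with a 25th percentile of 1.63 and a 75th percentile of 12.0.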

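The paper's text states the base 2 logarithm of the ratio of normalized counts and the 90% Winsorising, and refers to a supplementary file, not used here, for the rest. The pseudocount, the scaling to the transcript mean and the merging of both reagents below were chosen here. Counts raised by a pseudocount of 1 were divided by their mean over the transcript, and the base 2 logarithm of the treated over NT ratio was taken. Negative ratios were set to 0. A position without an RT stop in the treated library was also set to 0, a rule chosen after the mean reactivities of mRNA regions without it had been seen. Each transcript was then Winsorised at its 90th percentile and scaled to values from 0 to 1. The larger of the DMS and CMCT reactivities was kept at each position. On simulated transcripts with 5 RT stops per base, the computed reactivity had a Spearman correlation of 0.725 (DMS) and 0.727 (CMCT) with the simulated modification. At 20 RT stops per base it was 0.883 and 0.879, and at 100 it was 0.950 for both. The simulated depth is that of each reagent alone, while the median of 3.27 RT stops per base counts DMS and CMCT together. The median depth of a single reagent thus lies still farther below the lowest simulated one. Single positions of most transcripts are therefore measured less precisely than these values.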

Since proper analysis of RNA folding requires correct annotation of transcript sequences, reads were mapped to a recently published variant of the mm9 assembly that integrates single-nucleotide variants from the E14 ESC line [41], and we obtained a similar distribution of read mappings across all samples (Figure S2A in Additional file 1). 

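The share of counts on each kind of gene was taken per library as a description of the mapping. The 7943 protein-coding genes held 67.1% ± 4.60 (SD, n = 2) of the counts in NT, 62.3% ± 3.10 in DMS and 57.5% ± 8.43 in CMCT. The 918 snRNA genes held 14.9% ± 2.19 in NT, 12.9% ± 1.503 in DMS and 24.9% ± 9.01 in CMCT. Within CMCT, the snRNA share was 18.6% in replicate 1 and 31.3% in replicate 2, a wider gap than between the means of NT and DMS. The 172 rRNA genes held 7.53% of the counts of DMS replicate 1 and between 0.449% and 3.42% of those of every other library. The 401 snoRNA genes held 0.688% ± 0.223 in NT, 0.674% ± 0.149 in DMS and 1.57% ± 0.237 in CMCT. These shares are given as a description, without a test. To see how much of the counts could come from more than 1 place, the 25 bases that follow each position were searched in mm9. These bases occurred once in the genome at 80.6% of the transcript positions, which held 9.06% of the RT stops. They occurred more than once at 12.0% of the positions, which held 90.3% of the RT stops. The remaining 7.41% of positions, where these bases cross a splice junction or pass the transcript end, held 0.684%. Restricted to positions found once in the genome, a choice made after the files were examined, the snRNA share was 25.8% in NT, 11.2% in DMS and 28.3% in CMCT.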

Estimation of transcript abundances using CIRS-seq data correlated well across treatments, and with canonical RNA-seq data (*R* ≥0.9, Spearman correlation; Figure S2B in Additional file 1), showing that the CIRS-seq method enables unbiased probing of RNAs. 

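RNA-seq of ribosome-depleted total RNA from the same cell line came from 1 library without a replicate. The authors deposited the alignments of single reads to mm9. Of these, 22286799 (70.0%) had their midpoint in exons of exactly 1 gene and were counted for that gene, and 11.2% lay on the mitochondrial genome. RT stops per gene were counted with each genomic position taken once. Both counts were divided by the length over which they were counted.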

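The 10606 genes with at least 1 count in RNA-seq and in each treatment were compared by rank. Genes are not independent replicates, so the correlations across genes are given without a p-value. The Spearman correlation across genes was 0.923 between NT and DMS, 0.913 between NT and CMCT, and 0.954 between DMS and CMCT. Replicates of 1 treatment were compared over a larger set, of 13215 genes for NT and 13217 for DMS and for CMCT. Here the counts were not divided by length. The correlations between replicates were 0.983 (NT), 0.980 (DMS) and 0.978 (CMCT), and cannot be set beside those between treatments. Between RNA-seq and the CIRS-seq counts, the correlation across genes was -0.0730 for NT, -0.0397 for DMS and 0.0357 for CMCT. The alternative that moved these values most was the restriction to protein-coding genes and to positions found once in the genome, which was chosen after the correlations were seen. It gave 0.598, 0.713 and 0.744 over 7389 genes. Without the restriction to protein-coding genes, positions found once gave 0.524, 0.592 and 0.621 over 9729 genes. Protein-coding genes with all their positions gave -0.167, -0.113 and -0.0139. From the correlations across treatments and with RNA-seq, the paper concludes that the method probes RNAs without bias.

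**Figure D1:**
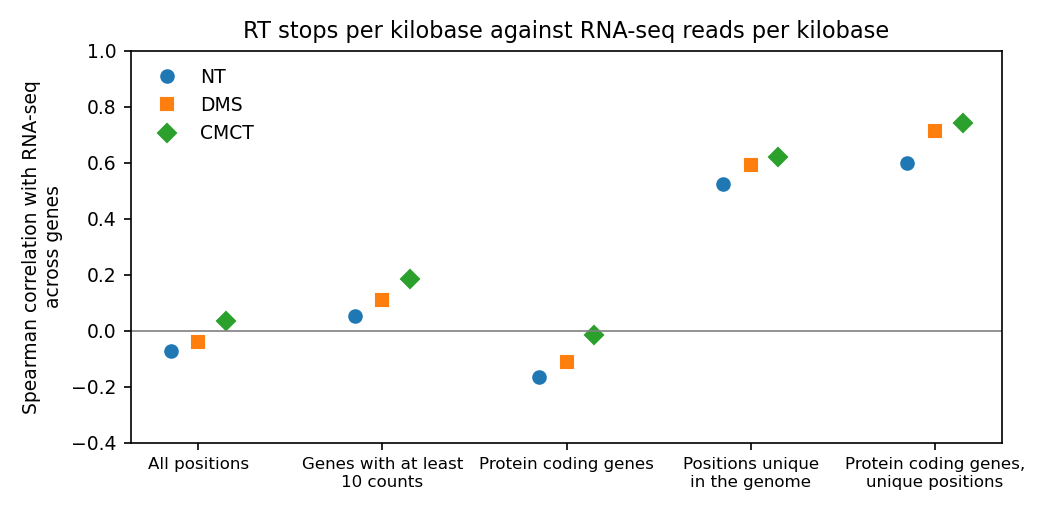
Spearman correlation across genes (y axis) between RNA-seq reads per kilobase and RT stops per kilobase of NT, DMS and CMCT, for each choice of genes and positions (x axis). The correlations lie between -0.167 and 0.184 over all positions and between 0.524 and 0.744 over positions found once in the genome.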

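Counts per gene were also compared between treatments with edgeR's quasi-likelihood test, fitted to the 6 libraries together with Benjamini-Hochberg adjustment at 0.05. Of 13216 genes tested, 3485 differed between DMS and NT, 1829 higher in DMS and 1656 lower. Between CMCT and NT, 3827 genes differed, 1984 higher in CMCT and 1843 lower. The DMS alternative farthest from its count was the restriction to positions found once in the genome, with 1030 genes of 11521, and the same restriction left 641 genes for CMCT. Leaving out NT replicate 2 gave 1719 genes for DMS and 1600 for CMCT. For DMS, leaving out DMS replicate 1 gave 1903 genes, and for CMCT leaving out NT replicate 1 gave 2503. The balance of higher and lower genes depended on single libraries. For DMS it was 1006 higher and 2124 lower without DMS replicate 2, 907 and 1523 without NT replicate 1, 1114 and 789 without DMS replicate 1, and 841 and 878 without NT replicate 2. For CMCT it was 985 higher and 1518 lower without NT replicate 1, and 920 and 680 without NT replicate 2. Counts were also simulated from these libraries, with independent replicates and 1 dispersion (0.0736) for all genes. Of 200 genes changed 2-fold or 4-fold, 49.5% were recovered for DMS and 50.5% for CMCT, with 4 and 2 unchanged genes called. At 4-fold, 87% and 92% were recovered. The simulation lacks the equal replicate counts described next, so it does not give the error rate of the real calls. In 471 of 11974 genes with enough counts (3.93%), the replicate counts lay nearer than 0.1 Poisson SD to each other in all 3 treatments, against 0.0501% by chance if treatments are independent. In single treatments the shares were 6.93% in NT, 8.71% in DMS and 7.42% in CMCT, against 7.95%, 7.94% and 7.94% by chance. Chance is here counting noise alone, and replicates that vary more would give lower shares, so an excess in single treatments is not excluded. These genes made up 10.1% of the genes that differed for DMS and 8.91% of those that differed for CMCT, against 1.22% and 1.38% of the others. With them removed, 3052 genes differed for DMS and 3427 for CMCT.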

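Genes are named here by a fixed rule, the 5 with the largest change up and down in each comparison among those that moved the same way in both replicates. The largest rise in DMS was in n-R5-8s1 (ENSMUSG00000065922), an rRNA gene on chromosome 18 of mm9 from 73693057 to 73693204. Its log2 fold change was 6.78 (standard error 0.42, adjusted p = 9.7e-06, edgeR's quasi-likelihood test). Its counts were 17856 in each DMS replicate, closer than independent sampling gives. The next were AC165092.1, AC140318.1, mmu-mir-2134-1 and 5_8S_rRNA, with log2 fold changes between 5.64 and 5.96. Their counts in the DMS replicates were 222 and 222, 208 and 209, 997 and 996, and 2478 and 2478. Their NT counts were too few for the rule on equal counts. They therefore stayed in when genes with equal replicate counts were removed. The largest drop in DMS was in a copy of U1 (ENSMUSG00000088051) on chromosome 8 from 37469148 to 37469298, with a log2 fold change of -5.92. A further 3 copies of U1 had log2 fold changes between -4.36 and -4.43, and the protein-coding gene Gm10369 had -5.05. The U1 copy ENSMUSG00000064432 had 234010 and 233998 counts in the NT replicates. In CMCT, 5 copies of U6 rose most, with log2 fold changes between 5.63 and 5.78. From the largest rise down, their CMCT replicate counts were 1327 and 1326, 469 and 469, 1728 and 1727, 913 and 913, and 142 and 142. These copies also had too few NT counts for the rule, so the removal of equal genes does not test their rise. The drops were largest in 2 copies of SNORD12 (-3.97 and -3.96), in AC127323.1 (-3.55), in Gm15716 (-3.25) and in Pigr (-3.23). Only 0.161% of the counts of Pigr lay at positions found once in the genome. Counts of 1184 and 3648 in NT and of 966 and 23 in CMCT show how far its replicates lay apart. All counts of 3 of the 4 U1 copies and of 3 of the 5 U6 copies lay at positions found once in the genome, against 39.2% of those of ENSMUSG00000064432 and 14.4% of those of the U6 copy ENSMUSG00000087835. All 10 genes named for DMS kept their direction and their side of the threshold in every alternative that could be computed for them. For CMCT, AC127323.1 lost significance in 1 of its 10 alternatives, and Gm15716 and Pigr in 3 of 9 each.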

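RT stops of DMS and CMCT were summed over both replicates and divided by transcript length. An average of at least 1 RT stop per base was reached by 26741 transcripts of 13190 genes. Among these transcripts, 14103 (52.7%) were protein-coding and belonged to 7029 genes, with a median of 2.75 RT stops per base. A further 3373 carried a retained intron, 2719 were processed transcripts without a coding region and 2056 were transcribed processed pseudogenes. The 918 snRNAs had a median of 392 RT stops per base, the 382 snoRNAs 7.66 and the 351 lincRNAs 6.46. Requiring 1 RT stop per base in each of NT, DMS and CMCT moved the number most, to 13466 transcripts of 8583 genes. At positions found once in the genome, an alternative chosen after the files were examined, 17560 transcripts of 7432 genes passed. With replicate 1 left out, 16086 transcripts passed, a factor of more than 1.5 below the number with both replicates, and with replicate 2 left out 19326.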

At the current coverage, we obtained structural information for approximately 30,000 transcripts, belonging to approximately 13,000 genes (Figure 2a; Figure S2C in Additional file 1).

**Figure 2:**
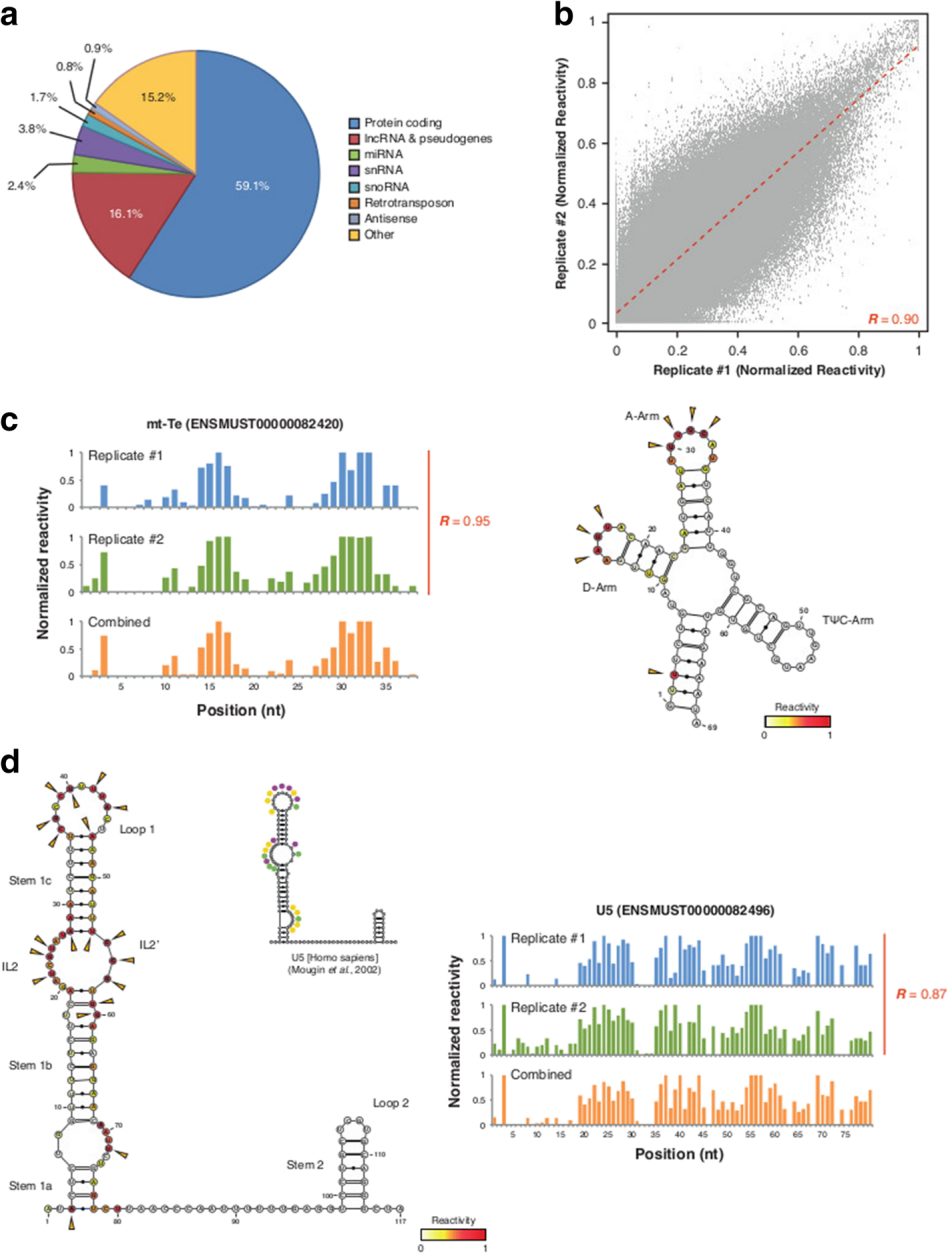
**Validation of CIRS-seq data. (a)** Distribution of transcripts with at least one RT stop on average per base. **(b)** Scatter plot of normalized reactivities in the two biological replicates of CIRS-seq. Reactivities are averaged in 10-nucleotide windows, with an offset of 5 nucleotides (Pearson’s correlation coefficient = 0.90. **(c)** Normalized reactivity profiles for the glutamic acid tRNA and overlay of reactivity data on the phylogenetically derived secondary structure. Yellow arrows indicate highly reactive positions (reactivity >0.7). Bases are color coded according to their reactivity. **(c)** Normalized reactivity profiles for the U5 snRNA and overlay of reactivity data on phylogenetically derived secondary structure. The structure of the U5 human homolog is also shown, with superimposed DMS/CMCT-reactive positions from [55]. The colors correspond to different degrees of chemical modification (purple, strong; yellow, medium; green, weak). Yellow arrows indicate highly reactive positions (reactivity >0.7). Bases are color coded according to their reactivity.

As a quantitative measure of the probability of observing a RT stop specifically induced by our treatment, we calculated raw reactivity scores as the base 2 logarithm ratio of the normalized read counts for the DMS/CMCT treatment at a given position of a transcript, and the normalized read counts at the same position in the non-treated control. The final normalization (Supplementary methods in Additional file 1) yielded reactivity values ranging from 0 to 1, and positions with reactivities >0 and <0.3, 0.3 to 0.7, or >0.7 were designated as weakly, moderately, or highly reactive, respectively [42]. Correlation analysis of reactivity values across the top 75th percentile of covered transcripts revealed the high reproducibility of CIRS-seq (*R* = 0.90, Pearson correlation; Figure 2b); therefore, we combined the two replicates for further analysis.

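Reactivities were computed for each replicate alone and averaged in windows of 10 nucleotides with an offset of 5. The windows came from the 6686 transcripts above the 75th percentile of RT stops per base among covered transcripts. Over 719391 windows, which are not independent of each other, the Pearson correlation between replicates was 0.855 and the Spearman correlation 0.861. Single nucleotides in place of windows moved the value most, to 0.606. All covered transcripts gave 0.787. Crossing the controls, so that each treated library was set against the NT library of the other replicate, gave 0.740. Keeping the positions without an RT stop, an alternative chosen after the values were seen, gave 0.898. Equal counts in both replicates were more frequent than chance gives. Among positions with at least 50 counts in the sum of both replicates, the replicate counts differed by at most 1 at 21.8% in NT, 24.5% in DMS and 23.8% in CMCT. Independent Poisson counts would give 9.42%, 9.65% and 9.79%. With such positions removed, the correlation was 0.849.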

Collectively, we obtained structural data for 1,190,948 and 1,080,859 nucleotides in the DMS (weak, 13.6%; moderate, 49.9%; high, 36.5%) and CMCT (weak, 16.6%; moderate, 54.7%; high, 28.7%) treatments, respectively (Figure S2D in Additional file 1). 

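A reactivity above 0 was obtained at 6929294 positions for DMS and at 7683219 for CMCT, over all covered transcripts and isoforms. For DMS, 9.59% of these positions were weakly, 22.7% moderately and 67.7% highly reactive. For CMCT, 10.4% were weakly, 25.7% moderately and 63.9% highly reactive. The alternative that moved the shares most was Winsorising over the positions above 0 only. It gave 21.0% weakly, 51.2% moderately and 27.8% highly reactive positions for DMS, and 24.8%, 47.4% and 27.9% for CMCT. With at least 5 RT stops per base, 2232580 positions passed for DMS and 2343314 for CMCT. In each replicate alone, DMS gave 5426532 (replicate 1) and 4560883 (replicate 2) positions, and CMCT 6289386 and 5115431.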

To validate CIRS-seq, we overlaid reactivity data on the well characterized structures of tRNAs [43,44] (Figure 2c; Figure S3A,B in Additional file 1), and observed that all the highly reactive residues were almost completely confined to the tRNAs' D and anticodon arm loops, suggesting a high overall accuracy for our method.

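The cloverleaf structures of 5 mitochondrial tRNAs were compared with their reactivities, with pairs set by the reference sequence. All lie on the mitochondrial genome, mt-Te from 14071 to 14139, mt-Ti from 3706 to 3774, mt-Tn from 5089 to 5159, mt-Tv from 1025 to 1093 and mt-Tt from 15289 to 15355. Their depth was 265 RT stops per base for mt-Te, 28.4 for mt-Ti, 441 for mt-Tn, 3291 for mt-Tv and 49.6 for mt-Tt. No position of mt-Te and mt-Tn had following bases found only once in the genome, against 88.4% of the positions of mt-Ti, 53.7% of mt-Tt and 100% of mt-Tv. Of 72 highly reactive residues, 48 lay in the D or anticodon loops, which is 66.7% (95% Wilson interval 55.2% to 76.5%). Among the other 148 residues, 13.5% lay in these loops (two-sided Fisher's exact test, p = 5.4e-15). The D loops held 21 highly reactive residues of 33 measured, and the anticodon loops 27 of 35. A further 21 lay in paired regions and 3 in other single-stranded positions. The T loops fall within the unmeasured 3′ end, so they contributed no residue. With replicate 2 left out the share was 72.7%, the farthest of the alternatives, which were added after the files were examined. Intervals here and elsewhere cover counting error only, and neighboring residues are not independent.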

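The mean base 2 logarithm of the treated over NT ratio was taken over the positions of each base that had an RT stop in the treated or the NT library, in 1 covered transcript per gene. For DMS it was 1.14 at A and 0.18 at C. In the replicates alone, A had 0.93 and 1.05, and C had 0.11 and 0.21. For CMCT the mean was 0.59 at U, with 0.47 and 0.55 in the replicates, and 0.11 at G, with 0.05 and 0.07. The mean over A and C exceeded that over G and U by 0.78 for DMS. The mean over G and U exceeded that over A and C by 0.17 for CMCT, with 0.18 in replicate 1 and 0.07 in replicate 2. Counting each RT stop 1 nucleotide upstream moved the DMS difference most, to 0.09, and 1 nucleotide downstream moved that of CMCT most, to -0.0146. These means are given for both replicates, without a test.

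**Figure D2:**
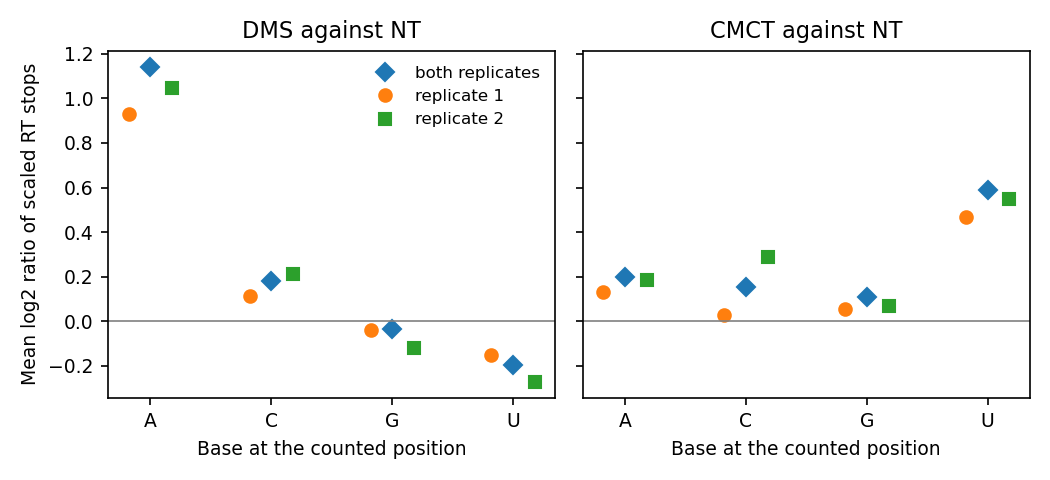
Mean log2 ratio of scaled RT stops in the treated over the NT libraries (y axis) by the base at the counted position (x axis), for DMS and CMCT. Diamonds show both replicates summed, circles replicate 1 and squares replicate 2, with A highest for DMS (1.14) and U highest for CMCT (0.59).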

Despite the respective strong preference of DMS and CMCT for A/C and G/U residues, we also observed non-canonical reactivities in both treatments. 

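At the bases that each reagent prefers less, the mean log2 ratio for DMS was -0.04 at G and -0.20 at U. Replicate 1 gave -0.04 and -0.15 for these bases, and replicate 2 gave -0.12 and -0.27. For CMCT the ratio was 0.16 at C, with 0.03 in replicate 1 and 0.29 in replicate 2. At A it was 0.20, with 0.13 and 0.18 in the replicates. In both replicates summed, the CMCT ratios at C and A were above the ratio at G, and in replicate 1 the ratio at C was below it.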

Our data are in agreement with previous reports showing DMS reactivity with G/U residues [36,45-47] and CMCT reactivity with cytosines [48-50]. We observed a significant increase in the accuracy of the *de novo* prediction of structures when considering also these non-canonical reactivities as both the canonical and non-canonical reactivities lay within single-stranded regions (Figure S3C in Additional file 1). Moreover, overlaying reactivity data on the known structures of U5 and U1 small nuclear RNAs (snRNAs) and U3 snoRNA (Figure 2d; Figure S4A,B in Additional file 1) showed that the Proteinase K treatment enabled high-resolution determination of secondary structures at the level of protein-masked regions of RNAs without losing the proper folding. 

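The 8 RNAs with a structure that could be read from the paper's figures or set as a cloverleaf were used to compare both kinds of reactivity. These were the 5 mitochondrial tRNAs and the snRNAs U2, U5 and U12. At A and C for DMS and at G and U for CMCT, 158 residues were highly reactive, of which 74.1% (95% Wilson interval 66.7% to 80.3%) were single-stranded. Another 36 residues were highly reactive only through the other bases of a reagent, of which 21 (58.3%, 42.2% to 72.9%) were single-stranded. The intervals overlap, so a difference between both kinds was not detectable with this number of residues. With a limit of 0.5 in place of 0.7, an alternative added after the files were examined, 60.5% of 43 such residues were single-stranded. Folding was guided by the reactivities as pseudo-energies in RNAfold, with a slope of 1.8 and an intercept of -0.6, in place of the RNAStructure tool. Over U2, U12, mt-Tv and mt-Tt, the mean PPV was 0.787 and the mean sensitivity 0.837 with all reactivities. With the preferred bases alone they were 0.756 and 0.825. PPV was higher with all reactivities for U2 and U12 (0.889 against 0.714), lower for mt-Tt (0.65 against 0.762) and equal for mt-Tv.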

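Reactivities were averaged over the loops of U5 and U1 that could be placed on the files' sequences, and U3 was not analyzed here. U5 (ENSMUST00000082496) lies on chromosome 4 of mm9 from 116862547 to 116862662 and had 1106 RT stops per base. Loop IL2 of U5, bases 20 to 27 (GAUCGUAU), had a mean reactivity of 0.613 (SD of the replicates 0.0371, n = 2), and 4 of its 8 residues were highly reactive. The rest of U5 had a mean of 0.359. Loop IL2′, bases 55 to 57, had a reactivity of 1 at each residue in both replicates. The U1 copy ENSMUST00000083033 lies on chromosome 1 from 180567036 to 180567202 and had 5192 RT stops per base. Loop II of U1, bases 65 to 71, had a reactivity of 1 at all 7 residues in both replicates, against a mean of 0.359 over the rest. A value of 1 is the highest the scale allows, so these loops could not be ranked. The following bases were found once in the genome at 31.1% of the positions of U5, which has 10 transcripts of this symbol, and at 75.2% of those of U1, which has 133. No lysate without Proteinase K was analyzed here.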

In fact, internal loop IL2/IL2′ of U5, box B/C of U3 and loop II of U1 are bound *in vivo* by, respectively, a 116 kDa protein (Snu114p yeast homolog) [51], a 15.5 K protein [52,53], and the U1A protein [10]; these regions showed very high reactivity to DMS/CMCT treatments and were almost completely resolved by CIRS-seq. 

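Reactivities of mt-Te, mt-Ti, mt-Tn, mt-Tv, mt-Tt, U5, U2 and U12 were compared with known structures at 603 measured residues. The structures of U1 and U3 were not used here. Of 194 highly reactive residues, 138 were single-stranded, which is 71.1% (95% Wilson interval 64.4% to 77.1%). Of the 409 other residues, 38.9% were single-stranded (two-sided Fisher's exact test, p = 1.2e-13). By RNA, the share ranged from 53.8% of 13 residues in mt-Tt to 84.6% of 13 in mt-Tv. It was 81.8% of 11 in mt-Te, 62.5% of 16 in mt-Ti, 73.7% of 19 in mt-Tn, 67.9% of 28 in U5, 70.2% of 57 in U2 and 75.7% of 37 in U12. Taken alone, 6 of the 8 RNAs passed Fisher's exact test at 0.05, while mt-Ti (p = 0.21) and mt-Tt (p = 1.0) did not. Pearson's correlation of the reactivities between replicates was lowest in U2 (0.564) and mt-Tn (0.650) and highest in mt-Tv (0.985). Shifting each position by 1 nucleotide gave 67.0%, and leaving out replicate 2 gave 75.8%.

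**Figure D3:**
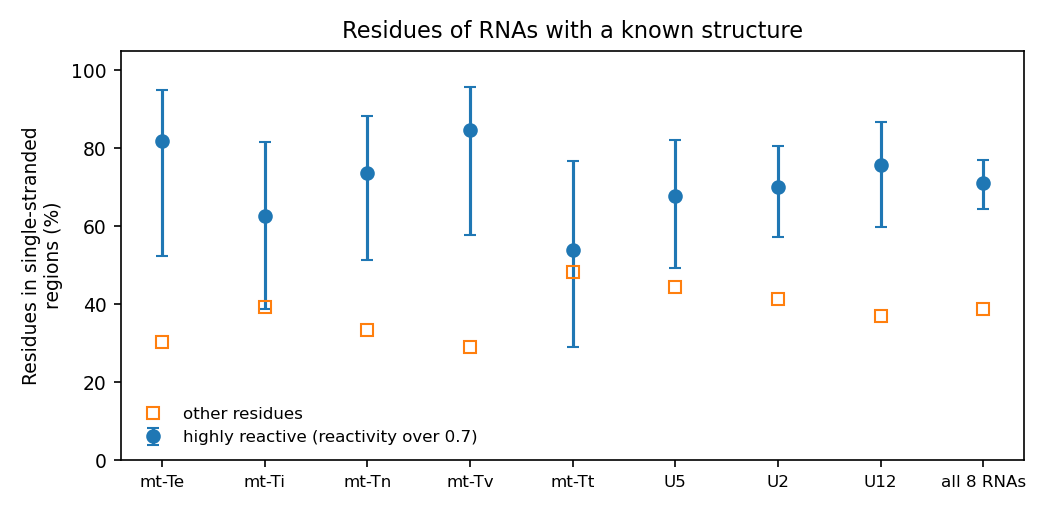
Percent of residues in single-stranded regions (y axis) for each RNA and for all 8 together (x axis). Circles with 95% Wilson intervals show highly reactive residues and squares the other residues, with 71.1% against 38.9% over all 8 RNAs.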

Overall, for the set of analyzed structures (Table 1), 80.6% of the highly reactive residues were located within single-stranded regions. 

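Of the highly reactive residues of the 8 RNAs, 56 were paired in the known structures. Among these, 28 (50%) were the last pair of a helix or stood next to a bulge or loop. By RNA, this was so for 7 of 9 in U5, 10 of 17 in U2 and 2 of 9 in U12.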

Of the 19.4% of the highly reactive residues located within regions of the known structures annotated as double-stranded, 84.2% were positioned at the end of helices or adjacent to bulges/loops. These regions were previously shown to be subjected to structural flexibility, so chemical reagents can easily modify these terminal residues [34,54]. 

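With the ends of helices counted as accessible, 85.6% of the 194 highly reactive residues lay in accessible positions. The same count over the other 409 residues gave 63.8% (two-sided Fisher's exact test, p = 1.9e-08).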

When accounting for these additional accessible positions, the overall true positive rate of our method rose to 96.3%.

**Table 1:** **CIRS-seq efficiency on validated secondary structures**

		**Including helix termini**		**Excluding helix termini**	
**ENSEMBL ID**	**Symbol**	**TP (%)**	**FP (%)**	**TP (%)**	**FP (%)**
ENSMUST00000082420	mt-Te	87.5	12.5	87.5	12.5
ENSMUST00000082389	mt-Ti	75.0	25.0	100.0	0.0
ENSMUST00000082399	mt-Tn	90.0	10.0	90.0	10.0
ENSMUST00000083033	U1	83.4	16.6	94.7	5.3
ENSMUST00000082496	U5	73.7	26.3	100.0	0.0
ENSMUST00000082466	U3	75.0	25.0	96.9	1.1
Total		80.6	19.4	96.3	3.7

Percentages of true positive (TP) and false positive (FP) highly reactive positions for known secondary structures.

Collectively, this analysis proves the high accuracy of CIRS-seq, and provides a nucleotide-resolution panorama of the mouse ESC RNA structurome.

### CIRS-seq data allow accurate secondary structure prediction

Next, we verified the ability of CIRS-seq to infer *de novo* secondary structures. Constraints derived from chemical probing data may significantly improve the accuracy of RNA secondary structure prediction tools [42,56]. We chose the U2 and low-abundance U12 snRNAs, and the valine and threonine tRNAs, whose structures were previously experimentally defined [57,58], or can be easily derived from phylogenetic analysis. We used the RNAStructure tool [59] to devise secondary structures by imposing constraints for unpaired positions. This tool can accept chemical probing data in the form of SHAPE data files, allowing more comprehensive modeling of the structure according to the CIRS-seq-derived data compared with hard constraints-based methods. For both the unconstrained minimum free energy (MFE) and the CIRS-seq constrained secondary structures, we calculated the positive predictive value (PPV) as the fraction of base-pairs present in the predicted structure that are also present in the validated structure, and the sensitivity as the fraction of base-pairs present in the validated structure that are also in the predicted structure (Table 2). 

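The known structures held 46 pairs for U2, 42 for U12, 20 for mt-Tv and 19 for mt-Tt. U2 (ENSMUST00000101806) lies on chromosome 1 of mm9 from 72272814 to 72273004 with 11112 RT stops per base. U12 (ENSMUST00000083242) lies on chromosome 15 from 82980074 to 82980224 with 127 RT stops per base, and 11.2% of its positions had following bases found once in the genome. Predicted structures of U2 and U12 had been seen when the known pairs were read from the paper's figures, so accuracies without reactivities may be too high for these. For U2, PPV rose from 0.596 without reactivities to 0.660 with them, and sensitivity from 0.739 to 0.761. For U12, PPV fell from 0.977 to 0.889 and sensitivity from 1 to 0.952. For mt-Tt, PPV fell from 0.95 to 0.65 and sensitivity from 1 to 0.684. For mt-Tv both stayed at 0.95. The mean over the 4 RNAs changed by -0.0810 for PPV and by -0.0854 for sensitivity. Leaving out replicate 1 moved these changes most, to -0.0196 and -0.0233, with mt-Tt then at 0.95 and 1. With 4 RNAs and changes in both directions, no test was made.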

Notably, CIRS-seq-derived structures for all the four transcripts analyzed showed higher similarity to the known structures (Figure 3a,b; Figure S5A,B in Additional file 1); on average, the CIRS-seq-guided folding outperformed the MFE unconstrained predictions in terms of both PPV and sensitivity (PPV 0.53 and sensitivity 0.57 for unconstrained MFE structures; PPV 0.95 and sensitivity 0.95 for CIRS-seq constrained structures). This analysis demonstrates that the use of CIRS-seq data improves the accuracy of RNA secondary structure prediction tools, and that low-abundance transcripts can be successfully probed by CIRS-seq.

**Table 2:** **Statistics for CIRS-seq** ***de novo*** **inferred secondary structures**

		**Unconstrained (MFE)**		**CIRS-seq constrained**	
**ENSEMBL ID**	**Symbol**	**PPV**	**Sensitivity**	**PPV**	**Sensitivity**
ENSMUST00000101806	U2	0.68	0.89	1.00	1.00
ENSMUST00000083242	U12	0.80	0.84	1.00	0.95
ENSMUST00000082389	mt-Tv	0.22	0.20	1.00	1.00
ENSMUST00000083422	mt-Tt	0.41	0.35	0.81	0.85
Average		0.53	0.57	0.95	0.95

Positive predictive value (PPV) and sensitivity measures calculated for both the unconstrained minimum free energy (MFE) and CIRS-seq constrained structures.

**Figure 3:**
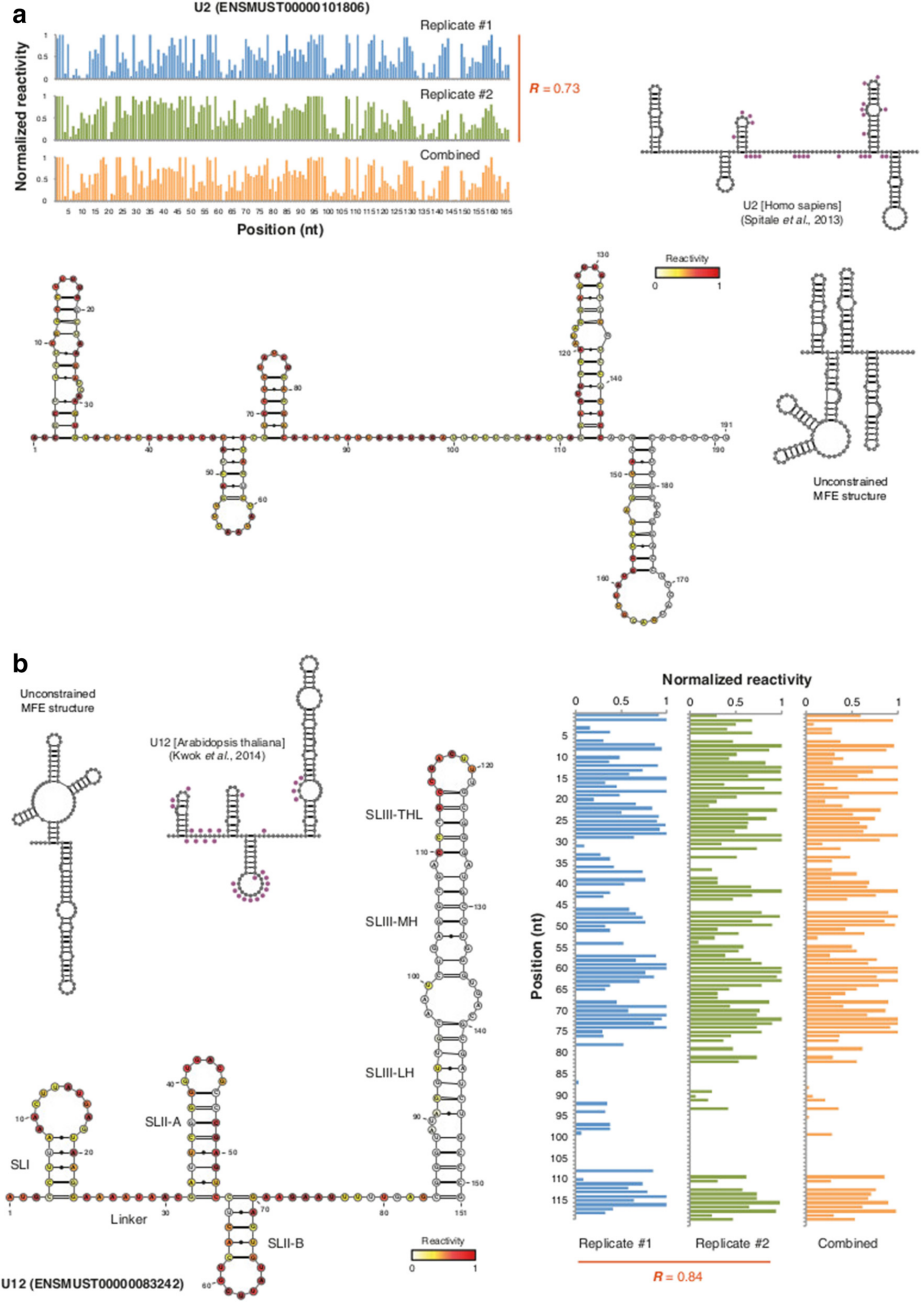
**CIRS-seq data allow correct inference of native deproteinized RNA secondary structures. (a)** Normalized reactivity profiles for the U2 snRNA and overlay of reactivity data on the secondary structure inferred from chemical constraints. Bases are color coded according to their reactivity. The structure of the human ortholog with superimposed SHAPE-reactive positions from [57], and the unconstrained MFE structure are also shown. **(b)** Normalized reactivity profiles for the low-abundance U12 snRNA and overlay of reactivity data on the secondary structure inferred from chemical constraints. Bases are color coded according to their reactivity. The structure of the U12 *A. thaliana* ortholog with superimposed DMS/SHAPE-reactive positions from [58], and the unconstrained MFE structure are also shown.

### CIRS-seq reveals structural features of mammalian mRNAs and ncRNAs

Thanks to the high resolution enabled by CIRS-seq, we then investigated the structural features of mouse mRNAs, and looked for structural differences across transcript regions. We selected approximately 9,500 mRNAs, in which the DMS/CMCT treatment induced, on average, at least one RT stop per nucleotide (Supplementary methods in Additional file 1).

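Protein-coding transcripts were taken when the annotated start and stop codons were found in the sequence, the regions below were long enough and DMS and CMCT together gave at least 1 RT stop per base. This gave 8744 transcripts. For each of their 5412 genes, the transcript with most RT stops per base was kept, so that genes, not isoforms, were compared. A reactivity could be given for 3884 of these genes, since the 90th percentile of the reactivity ratio was 0 in the others. Differences between regions were taken within each gene and tested with a two-sided sign-flip permutation test over genes with 100000 resamples. The smallest p these resamples can give is 1e-05. In simulated normal values without a difference, tested with fewer resamples, 5% of the comparisons passed 0.05.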

Meta-analysis of average reactivity across UTRs and coding regions revealed a strong reduction of reactivity scores in the 50 nucleotides of the 5′ UTR immediately preceding the Kozak sequence (average 0.165) compared with the first and last 100 nucleotides of the coding region (average 0.208, *P*-value 3.0e-374, Wilcoxon rank sum test; Figure 4a,b). Moreover, a significant reduction of reactivity was also observed in the first 50 nucleotides of the 3′ UTR immediately downstream of the stop codon (average 0.172, *P*-value 1.1e-243, Wilcoxon rank sum test). These results differ from what has been recently observed in *A. thaliana*, where the coding region is more structured than the UTRs [34]. 

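The last 50 nucleotides of the 5′ UTR had a mean reactivity of 0.278 over the 3884 genes, with 0.259 in replicate 1 and 0.248 in replicate 2. The first and last 100 nucleotides of the coding region had a mean of 0.331, with 0.309 and 0.291 in the replicates. The 5′ UTR was lower by a within-gene difference of -0.0528 (standard error 0.00199, sign-flip permutation test, p = 1e-05, the smallest the resamples can give). The 5′ UTR was the higher region in 31.95% of the genes. In each replicate alone the difference was -0.0504 (replicate 1) and -0.0432 (replicate 2). Dividing each reactivity by the mean of its base gave -0.158 on that scale. Relative to the coding region, the difference was -16.0% without division and -13.3% with it. Division by base and next-base means, chosen after the files were examined, gave -8.78%. On the reported scale, the values nearest 0 came from Winsorising over the positions above 0 (-0.0294) and from DMS alone (-0.0331). Without the rule that sets positions without an RT stop to 0, the means were 0.477 in the 5′ UTR and 0.518 in the coding region.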

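The first 50 nucleotides of the 3′ UTR had a mean reactivity of 0.277, with 0.257 and 0.241 in the replicates (SD 0.0114, n = 2). The within-gene difference to the coding region was -0.0544 (standard error 0.0021, sign-flip permutation test, p = 1e-05, the smallest possible). The 3′ UTR was the higher region in 33.0% of the genes. The direction was the same and the p-value at its smallest in all 18 alternatives, among them positions with a rebuilt depth above 50 and positions found once in the genome.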

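The Kozak sequence was taken from 6 nucleotides before the AUG through its first base, and the stop codon together with the 3 nucleotides upstream. The Kozak sequence had a mean reactivity of 0.379, with 0.350 and 0.353 in the replicates, and exceeded the coding region by 0.0483 (standard error 0.00329). It was higher in 56.5% of the genes (sign-flip permutation test, p = 1e-05, the smallest possible). The base immediately before the AUG had a mean of 0.489, with 0.471 and 0.518 in the replicates, and exceeded the coding region by 0.158 (standard error 0.0074, permutation p = 1e-05). It was higher in 52.2% of the genes. Over positions with a rebuilt depth above 50, an alternative chosen after the files were examined, its excess was 0.00917 over 1191 genes (permutation p = 0.46). The stop codon region had a mean of 0.358, with 0.334 and 0.317 in the replicates, and exceeded the coding region by 0.0265 (standard error 0.00356, permutation p = 1e-05). It was higher in 52.0% of the genes. With each reactivity divided by the mean of its base and next base, also chosen after the files were examined, the stop codon region was lower than the coding region by -0.0474 (permutation p = 1.1e-04). On that scale the stop codon itself differed by -0.166, while the 3 nucleotides upstream stayed above the coding region by 0.0710 (permutation p = 3e-05). In the same 3688 genes, the base before the start AUG had a mean of 0.487, and the same base before 40307 AUG triplets inside the coding region 0.514.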

We also identified a significant increase of reactivity score at the level of the Kozak sequence (average 0.229) with a maximum of reactivity on the base immediately preceding the AUG (average 0.345), and on the stop codon beginning three nucleotides upstream (average 0.226), compared with the coding region (*P*-values 4.0e-24 and 6.5e-8, respectively, Wilcoxon rank sum test; Figure 4c), revealing a markedly reduced probability of base-pairing in these regions. The reduced base-pairing on the Kozak sequence and around the stop codon suggests that a more accessible context in these regions of protein-coding transcripts may facilitate both the entry and the detachment of ribosomes.

**Figure 4:**
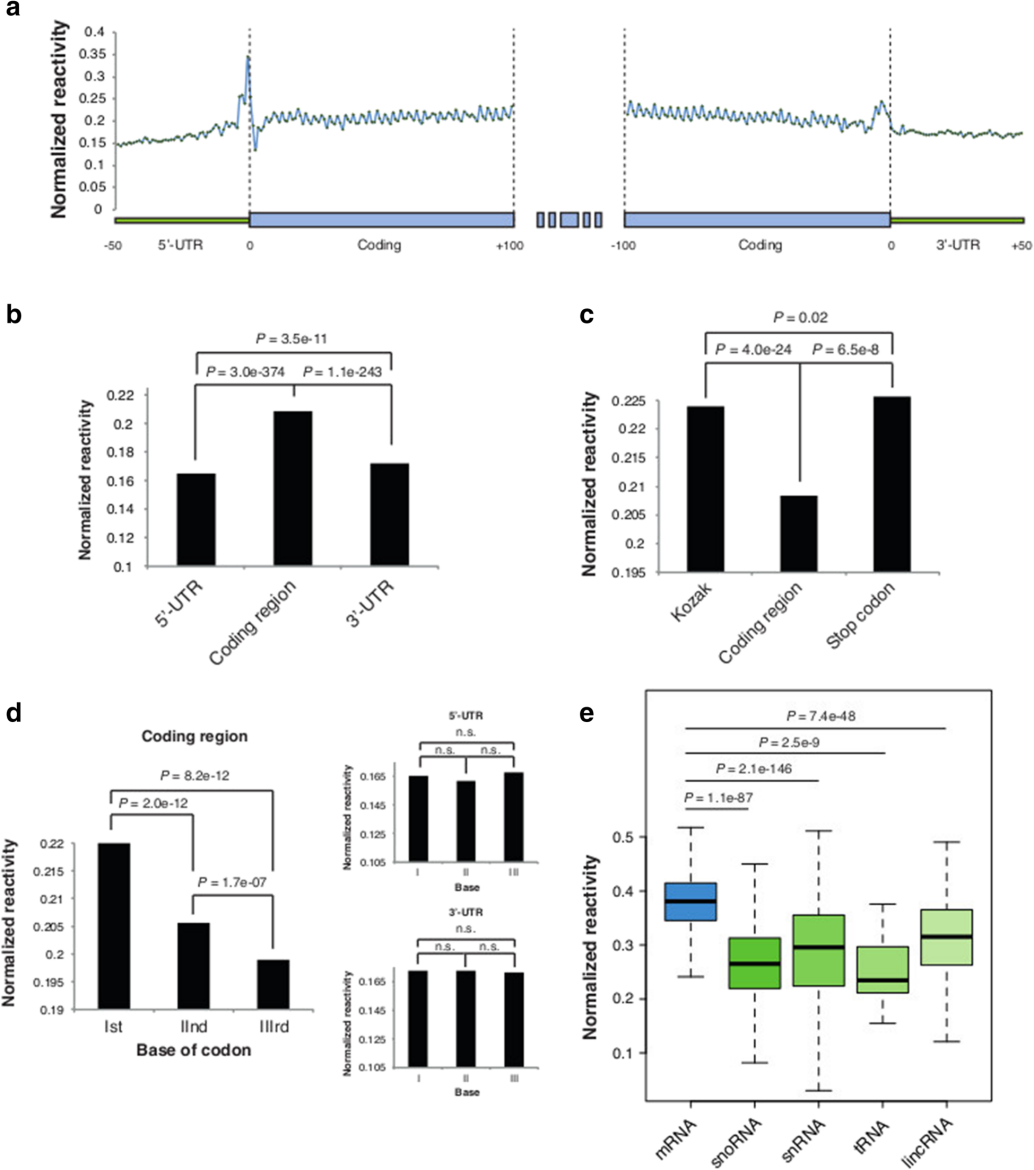
**Transcriptome-wide analysis of mRNAs reveals structural features of protein-coding and non-coding transcripts. (a)** Meta-gene analysis across the last 50 nucleotides of the 5′ UTR, the first and last 100 nucleotides of the coding region, and the first 50 nucleotides of the 3′ UTR of approximately 9,500 mRNAs. **(b)** Average reactivity of the 5′ UTR, coding region, and 3′ UTR. **(c)** Average reactivity on the Kozak sequence (−6/+1 nucleotides around AUG), coding region, and stop codon (+3 nucleotides upstream). **(d)** Average reactivity for the first, second, and third base of each coding sequence codon, and for the first, second, and third base of the 5′ UTR and 3′ UTR, respectively, in the first and last 99 nucleotides of the coding region, last 48 nucleotides of the 5′ UTR, and first 48 nucleotides of the 3′ UTR. **(e)** Box-plot of base-normalized average CIRS-seq reactivities for protein-coding and non-coding RNAs, calculated on all transcript positions with sequencing depth >50 × .

We next analyzed the first and last 99 nucleotides of mRNA coding regions to determine if the previously reported periodic signal of three nucleotides [14,34] was conserved also in mouse. To this end, we observed that mouse protein-coding transcripts, similar to *A. thaliana* and *S. cerevisiae* mRNAs, exhibit a strong three-nucleotide periodicity across the coding region that was not observed within the UTRs (Figure 4d). 

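In the 5′ UTR, positions were numbered in steps of 3 over its last 48 nucleotides, in frame with the coding region. The means were 0.277, 0.271 and 0.293 for positions 1, 2 and 3. Position 1 differed from the mean of the others by -0.00461 (standard error 0.00183, sign-flip permutation test, p = 0.012). In replicate 2 alone the difference was -0.00656, and in replicate 1 it had the same sign. This contrast misses the largest gap, so each pair of positions was also tested, a step added after the means were seen. Position 3 exceeded position 2 by 0.0218 (standard error 0.00214, permutation p = 1e-05, the smallest possible), with 0.0241 in replicate 1 and 0.0242 in replicate 2. Without the 6 nucleotides before the AUG, it did so by 0.00897 (permutation p = 1e-04), and there by 0.00674 over positions with a rebuilt depth above 50 (permutation p = 0.28). With these nucleotides, that depth gave 0.0160 (permutation p = 0.0068). After division by base and next-base means the excess was 0.0386 on the divided scale (permutation p = 3e-05), and 0.0451 without these nucleotides (permutation p = 2e-05). Over positions with a rebuilt depth above 50, an alternative chosen after the files were examined, the contrast of position 1 with the others reversed to 0.0116. In the first 48 nucleotides of the 3′ UTR, the means were 0.278, 0.276 and 0.276, and the difference was 0.00158 (standard error 0.00187, permutation p = 0.40). No pair of positions differed in the 3′ UTR (permutation p of at least 0.42).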

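Over the first and last 99 nucleotides of the coding region, the mean reactivity was 0.347 at codon position 1, 0.328 at position 2 and 0.317 at position 3. In replicate 1 the means were 0.325, 0.304 and 0.297, and in replicate 2 they were 0.308, 0.284 and 0.281. Position 1 exceeded position 2 by 0.0188 (standard error 0.00116), in 60.2% of the genes. It exceeded position 3 by 0.0304 (standard error 0.0012), in 64.9% of the genes. Position 2 exceeded position 3 by 0.0116 (standard error 0.00115), in 55.7% of the genes. Each of these had p = 1e-05 in the sign-flip permutation test, the smallest possible. CMCT alone gave other directions, with position 1 below position 3 by -0.00132 (permutation p = 0.20) and position 2 below position 3 by -0.00435. With base and next-base composition removed, an alternative chosen after the files were examined, positions 1 and 2 differed by 0.00358 (permutation p = 0.43), positions 1 and 3 by -0.00612 (p = 0.20) and positions 2 and 3 by -0.0097 (p = 0.040).

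**Figure D4:**
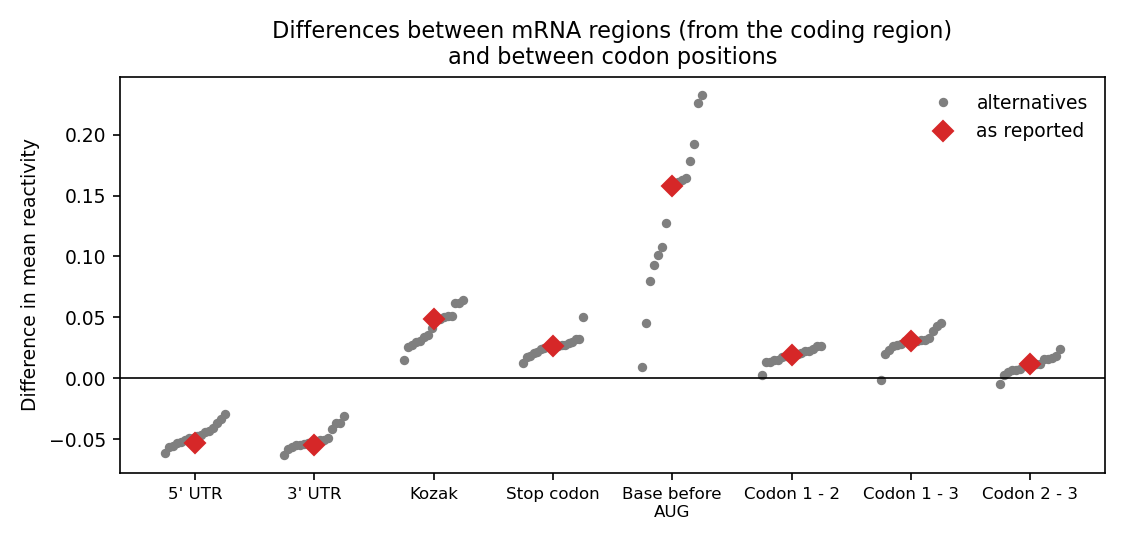
Difference in mean reactivity (y axis) of each mRNA region from the coding region, and between codon positions (x axis). Diamonds show the reported values and dots the alternatives on the same scale, so that those divided by base composition are not drawn. All drawn dots of the 5′ and 3′ UTR lie below 0, and those of the differences of codon position 3 from the others cross 0 for CMCT alone.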

The second and third nucleotides of each codon were highly structured and exhibited lower average reactivities (average 0.205 and 0.199, respectively), with the third nucleotide being the less reactive (*P*-value 1.7e-07, Wilcoxon rank sum test), while the first nucleotide was the less structured and significantly more reactive to DMS/CMCT treatment than the second and third (average 0.220, *P*-values 2.0e-12 and 8.2e-12, respectively, Wilcoxon rank sum test). Taken together these results suggest a deep involvement of RNA secondary structures in driving and regulating translation efficiency.

Analysis of the RNA structure is particularly relevant for ncRNAs as they are thought to exert their function by interacting with other molecules via their secondary structure. We then sought to determine whether an overall structural difference exists between protein coding RNAs and different classes of ncRNA transcripts. To avoid biases due to differential coverage, only transcript positions with sequencing depth greater than 50× were considered (Supplementary methods in Additional file 1). Analysis of normalized reactivity showed a significantly lower average reactivity of snoRNAs (average 0.282, *P*-value 1.1e-87, Wilcoxon rank sum test), snRNAs (average 0.295, *P*-value 2.1e-146, Wilcoxon rank sum test), tRNAs (average 0.251, *P*-value 2.5e-9, Wilcoxon rank sum test), and long intergenic non-coding RNA (lincRNAs; average 0.309, *P*-value 7.4e-48, Wilcoxon rank sum test) compared with mRNAs (average 0.366) (Figure 4e). Collectively, these data reveal a higher structuring of ncRNA transcripts compared with mRNAs.

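Positions with a depth over 50 were used, where depth was rebuilt as the RT stops over the 50 nucleotides that end at a position, since the files hold no read coverage. Each reactivity was divided by the mean of its base, so that the values are not on a scale from 0 to 1. The mean over genes was 1.44 for 4926 mRNAs (SD between genes 0.296), with 1.473 and 1.496 in the replicates. It was 1.07 for 310 snoRNAs (SD 0.314), with 1.05 and 1.14 in the replicates, and 1.02 for 718 snRNAs (SD 0.372), with 1.03 and 1.11. The difference from mRNAs was -0.369 for snoRNAs and -0.423 for snRNAs (two-sided permutation tests over genes, p = 1e-05, the smallest possible). Over positions with a depth above 50, the mean reactivity of the coding region was 0.422, against 0.331 over all positions. The depth limit may thus select more reactive positions of mRNAs. Its part in the differences between classes was not tested. The 21 mitochondrial tRNAs had a mean of 1.39 (SD 0.215), with 1.36 and 1.63 in the replicates, and differed from mRNAs by -0.0547 (permutation p = 0.39). The 78 lincRNAs had a mean of 1.54 (SD 0.294), above mRNAs by 0.0954 (permutation p = 0.0053). The Ding-type score moved the snRNA difference most, to -0.0937. For tRNAs the direction changed in 5 alternatives, with 0.138 when replicate 1 was left out. For lincRNAs it changed in 2, among them positions found once in the genome, chosen after the files were examined, with -0.435 over 54 lincRNAs. The snRNAs are copies of few genes, and with 1 transcript per gene name, added in the same way, 21 snRNAs differed by -0.238 (permutation p = 5e-04). From the averages of the classes, the paper concludes that ncRNAs are more structured than mRNAs.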

### CIRS-seq identifies structural requirements of RNA binding proteins

RNA-protein interactions are strongly influenced by secondary structures. Determining the structural requirements for RBPs to bind to their cognate targets is required to understand their roles and mechanisms of action. To this end, we analyzed from a structural perspective the binding sites of the highly conserved RBP Lin28a. Lin28a is highly expressed in ESCs, and is one of the factors required for the reprogramming of human fibroblasts to induced pluripotent stem cells [60]. To investigate the structural requirements of Lin28a binding, we analyzed a previously published CLIP-seq dataset of Lin28a in ESCs [61]. We identified peaks of Lin28a enrichment across the mouse transcriptome, and calculated average reactivity on a window of 300 nucleotides surrounding summits of the peaks (Figure 5a). While more distal regions around the Lin28a peaks showed a level of reactivity comparable to that of the coding sequence (average 0.21), in agreement with a preferential positioning of Lin28a binding sites within this region, we observed a significant and progressive increase in the accessibility proceeding toward the peak summits (maximum 0.34, ±25 nucleotides average 0.27, *P*-value 6.2e-79, Wilcoxon rank sum test). Concordant with this observation, analysis of putative Lin28a binding sites revealed that the target A/G-rich motifs tends to assume a single-stranded conformation within the loop regions of hairpin-like structures (Figure 5b). This result is in agreement with previous *in silico* predictions based on the analysis of Watson-Crick pair co-occurrence around the Lin28a consensus [61].

**Figure 5:**
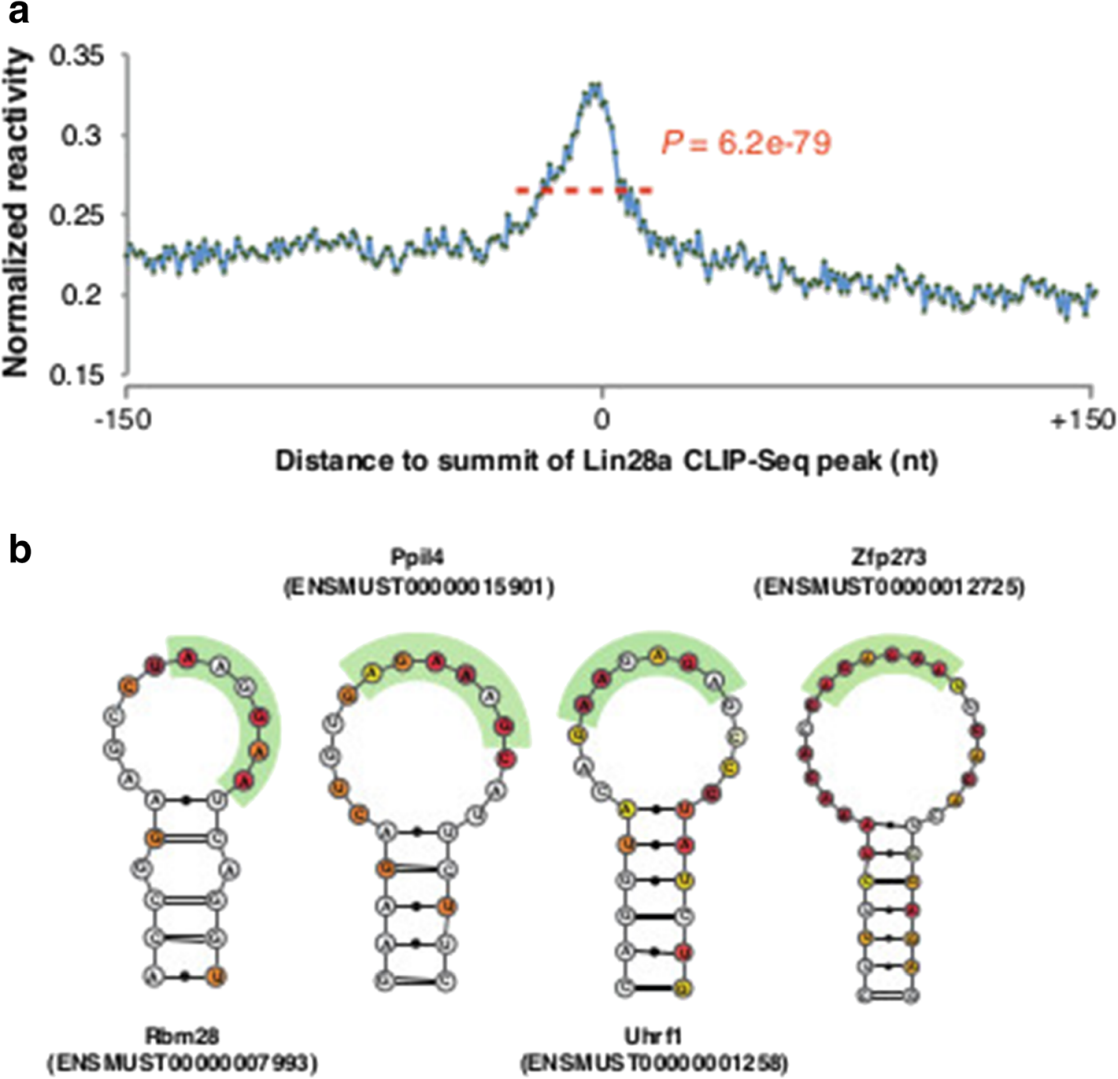
**CIRS-seq reveals structural preferences of RNA binding proteins. (a)** Average reactivity across 300 nucleotides surrounding summits of Lin28a peaks. **(b)** Representation of sample secondary structures for Lin28a binding sites. Bases are color coded according to their reactivity. The purine-rich motifs are highlighted in green.

## Discussion

In this work we have defined, for the first time, the complete RNA structurome of mouse ESCs. Our analysis revealed the structural features of mRNAs and ncRNAs, and identified the structural requirements for Lin28a RNA binding protein.

The introduction of the CIRS-seq method, which does not rely on a denaturation and re-folding approach, allowed us to massively probe RNAs in their natural context. By applying CIRS-seq to mouse ESC RNAs, we were able to probe protein-coding RNAs as well as ncRNAs in their native deproteinized conformation. Analysis of previously validated secondary structures showed that CIRS-seq is extremely precise, and RNA secondary structures inferred using CIRS-seq data to constrain folding algorithms exhibit higher accuracy than MFE structures predicted in the absence of chemical probing data. Moreover, the use of two compounds that modify distinct bases, together with the introduction of a deproteinization step, which enabled us to investigate protein-masked regions of transcripts without losing their correct folding, increased the resolution of our method.

The analysis of CIRS-seq data revealed a strong structural partitioning of protein-coding transcripts, revealing a higher degree of structuring of UTRs compared with coding regions. This was unexpected since it has been recently reported that in *A. thaliana* UTRs have a higher propensity to single-strandedness than coding regions [34]*.* This difference may represent evolutionary structural diversity between metazoans and plant RNAs, as suggested by previous *in vitro* [17] and *in silico* [62] analyses, or it could be explained by reduced accessibility of transcript coding regions to DMS treatment, due to the ribosome occupancy, in the absence of a deproteinization step. However, the agreement of our data with a recent nuclease-based analysis conducted in human lymphoblastoid cells [63] suggests that this structuring is conserved in mammalian mRNAs and may have a functional role.

The slightly higher reactivity observed for 3′ UTRs compared with 5′ UTRs in mouse mRNAs may be representative of the preference of microRNA recognition elements, which are highly enriched in 3′ UTRs [64], to reside within more accessible contexts [65,66]. It must be also noticed that structural regulatory elements in the 3′ UTR are often short and dispersed in the UTR, which in many cases may be very long, thus leading to a lower overall structuring of this region compared with the 5′ UTR [67].

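The 3′ and 5′ UTR differed within genes by -0.00159 (standard error 0.00274, two-sided sign-flip permutation test, p = 0.56), and the 3′ UTR was the higher in 50.2% of the genes. In this setting a difference between the UTRs was not detectable. Its significance and direction depended on the processing. The Ding-type score, which subtracts the scaled log counts of NT from those of the treated libraries, gave 0.00614 (permutation p = 0.019). The 3′ UTR was significantly lower in 5 of the 18 alternatives. These were a pseudocount of 5 (-0.00941, permutation p = 8.1e-04), replicate 2 alone (-0.00771, p = 0.0070), positions found once in the genome (-0.00815, p = 0.0079), division by base means (-0.0436, p = 2e-05) and division by base and next-base means (-0.118, p = 1e-05, the smallest possible). The last 2 values are on the divided scale.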

Our analysis of Lin28a protein recognition elements demonstrated genome-wide that binding sites for this protein tend to preferentially assume a single-stranded conformation. We moreover observed that Lin28a motifs tend to reside within loop regions of hairpin-like structures.

Furthermore, the analysis of ncRNAs revealed a higher overall degree of structuring compared with protein-coding transcripts, and showed that lincRNAs exhibit structural features intermediate to those of mRNAs and structural ncRNAs. This is in agreement with the report that ncRNAs have higher melting temperatures than mRNAs, denoting higher structural stability [18].

Collectively, our data demonstrate that CIRS-seq can be used to obtain genome-wide information on native deproteinized RNA structures. Moreover, CIRS-seq methodology represents an important tool for the study of the structural binding specificities of RBPs.

## Conclusions

We define for the first time the complete RNA structurome of mouse ESCs, by developing a high-throughput method for the analysis of RNA secondary structures in their native deproteinized conformation. This method achieved extremely high accuracy on validated secondary structures, and allowed the *de novo* prediction of RNA structures. Analysis of structural data for protein-coding RNAs revealed their strong structural partitioning between 5′ UTRs, coding sequences, and 3′ UTRs. Comparison with non-coding RNAs showed that ncRNAs are more structured than mRNAs, and that lincRNAs present an average structuring midway between protein coding and structural non-coding transcripts. We also reveal the structural requirements for binding of the RBP Lin28a, and demonstrate that our method can provide insight into the structural preferences of RBPs.

## Materials and methods

### Cell culture

Mouse E14 ESCs were grown on 0.1% gelatin-coated plates and maintained in DMEM (4.5 g/L D-glucose) supplemented with 15% heat-inactivated fetal bovine serum, 0.1 mM NEAA, 1 mM sodium pyruvate, 0.1 mM 2-mercaptoethanol, 25 U/ml penicillin, 25 μg/ml streptomycin and 1,500 U/ml LIF, as previously described [68].

### Quantitative RT-PCR

Real-time quantitative PCR was performed using the SuperScript III Platinum One-Step Quantitative RT- PCR System (Invitrogen Carlsbad, CA, USA) as previously described [69]. The primers for the Rpph1 test transcript are provided in Table S1 in Additional file 1.

### RNA-seq library preparation

For RNA-seq library preparation, approximately 1 μg of TRIzol (Invitrogen) isolated total RNA from ESCs was subjected to ribosomal RNA depletion using the Ribo-Zero Gold Kit (Epicentre Madison, Winsconsin, USA). rRNA-depleted RNA was used as the input for the RNA-seq library preparation using the TruSeq RNA Sample Prep Kit (Illumina) following the manufacturer’s instructions.

### CIRS-seq

Cell lysis and chemical probing, library preparation, and sequencing are detailed in the supplementary Materials and methods in Additional file 1.

### RNA quality assessment

RNA sample quality was assessed with the Agilent Bioanalyzer 2100. All of the samples had an RNA integrity number ranging from 9.9 to 10.

### Data analysis

CIRS-seq data analysis, normalization and background subtraction, and transcript analysis are detailed in the supplementary Materials and methods in Additional file 1.

### Data access

CIRS-seq and RNA-seq data have been deposited in the Gene Expression Omnibus (GEO) under accession number GSE54106. Additional datasets and the source code for the analysis tool are available at [70].

## Additional file

Additional file 1: **PDF file containing supplementary Materials and methods, Figures S1 to S5), Table S1, and supplementary references.**

## Abbreviations

CIRS: chemical inference of RNA structures
CMCT: N-cyclohexyl-N’-(2-morpholinoethyl)carbodiimide metho-p-toluenesulfonate
DMS: dimethyl sulfate
ESC: embryonic stem cell
lincRNA: long intergenic non-coding RNA
lncRNA: long non-coding RNA
MFE: minimum free energy
ncRNA: non-coding RNA
PPV: positive predictive value
RBP: RNA binding protein
RT: reverse transcription
snRNA: small nuclear RNA
snoRNA: small nucleolar RNA
UTR: untranslated region

How the deposited data were processed for this re-analysis (not part of the article)

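CIRS-seq was measured in the lysate of E14 mouse ESCs after treatment with DMS, with CMCT or without treatment (NT), with 2 biological replicates each, and RNA-seq in 1 library of the same cell line. The authors deposited, for every CIRS-seq library and for both replicates of a treatment together, the raw count of RT stops at each position of each transcript, without normalization. According to the paper, reads were mapped to a variant of the mm9 assembly that carries single-nucleotide variants of E14 ESCs. For the further steps of the analysis the paper refers to a supplementary file, which was not used here. The aligner, the filters on the reads and the treatment of reads with several places in the genome are therefore not known here. The positions are already those of the modified base, as checked by the bases found there. At 99.9995% to 99.9997% of the positions, the combined files equal the sum of the replicates. The authors deposited the RNA-seq data as single alignments to mm9, and the number of alignments was the measure.

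Transcripts were matched to GENCODE vM1 on mm9, which held 26792 of the 26827 transcripts listed and gave their genes, coding regions and kinds. The other 35 transcripts held at most 0.185% of the counts of a library and were left out. Files were read with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and numba 0.67.0, and tests were made with scipy 1.17.1. Figures were drawn with matplotlib 3.10.9. The depth of a library was its total of RT stop counts. Positions were called unique when the 25 bases from the position onward occurred once in mm9 on both strands together.

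For reactivities, a pseudocount of 1 was added to the counts of both replicates summed, and each transcript was scaled to a mean of 1. The log2 ratio of treated over NT counts was set to 0 where it was negative and where the treated libraries had no RT stop. The second rule was chosen after the mean reactivities of mRNA regions without it had been seen. The pseudocount, the scaling and the merging of both reagents are choices made here, since the supplementary file was not used. Each transcript was Winsorised at the 90th percentile and divided by it. A transcript whose 90th percentile is 0 has no reactivity. The larger of the DMS and CMCT reactivities was used. Positions with a reactivity below 0.3, from 0.3 to 0.7 and above 0.7 were called weakly, moderately and highly reactive, as in the paper.

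For abundance, each genomic position was taken once per gene, with the larger count where isoforms differed. Counts were divided by length, except in the comparison of replicates. Differences between treatments were tested with edgeR 4.0.16 in R 4.3.3 (TMM scaling, filterByExpr, quasi-likelihood test, Benjamini-Hochberg adjustment at 0.05), with 2 libraries per treatment and 1 fit over all 6. DESeq2 1.42.0 was an alternative. The counts per gene were simulated with 200 changed genes, independent replicates and 1 dispersion for all genes to test this fit. The genes named were those the paper names and the 5 with the largest change up and down in each comparison, among genes past the threshold and changed the same way in both replicates. Rbm28, Ppil4, Zfp273 and Rpph1, which the paper names, were not among the transcripts of the files.

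Known structures were read from the paper's figures for U2, U5, U12 and mt-Te, and the other 4 mitochondrial tRNAs were folded by hand into the tRNA cloverleaf, with pairs checked against the sequence. Pairs that are not complementary were left out, 1 in mt-Tv and 1 in mt-Tt. Predicted structures of U2, U5 and U12 were on view when the pairs were read, so a pair that was hard to read may have been resolved toward the predicted one. Folding used RNAfold of ViennaRNA 2.7.2, with reactivities as pseudo-energies, in place of RNAStructure, which was not used here. Shares of residues have 95% Wilson intervals and were tested with two-sided Fisher's exact tests.

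For mRNA regions and classes of RNA, genes were the unit. Differences within genes were tested with sign-flip permutation tests and differences between classes with permutation tests of the class labels, two-sided and with 100000 resamples. The permutation tests were tested on simulated normal values of 400 genes without a difference, for class labels set against a smaller group. With fewer resamples than above, 5% (sign flip) and 3% (class labels) of these comparisons passed 0.05. For classes, positions with a depth over 50 were used, at least 20 per gene, and each reactivity was divided by the mean of its base.

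The comparisons, their tests, the rule for named genes and a first list of alternatives were fixed before the data were examined. These alternatives were another score, a pseudocount of 5, reactivity of the preferred bases alone, division by the mean of each base, Winsorising over positions above 0, at least 5 RT stops per base, each reagent alone, all covered transcripts, the Wilcoxon rank sum test, each replicate left out, and the replicate number as a block. Alternatives added later were unique positions, positions with a rebuilt depth above 50, division by base and next-base means, removal of positions or genes with equal replicate counts, 1 transcript per gene name, strata of depth, and keeping positions without an RT stop. The CLIP-seq data of Lin28a were not used here.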

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

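Unique positions, rebuilt depth above 50, base and next-base means, equal counts removed, positions without an RT stop kept, 1 transcript per gene name, strata of depth, protein-coding genes alone, the pairs of UTR positions, both parts of the stop codon region under other settings than the reported one, and the alternatives for tRNA loops, non-canonical residues and shares of counts were chosen after the results were seen. The other tests and alternatives were planned, apart from those named further below as chosen after the results were seen. Where a result changed, the cause was not tested unless a test is named.

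The lower reactivity of the 5′ and the 3′ UTR than of the coding region and the higher reactivity of the Kozak sequence kept their direction and significance in all 18 alternatives each. Their ranges were -0.158 to -0.0294, -0.226 to -0.0308 and 0.0151 to 0.145, where the largest values are on the scale divided by base means. The lower reactivity of snoRNAs and snRNAs did so in all 20, with ranges of -0.486 to -0.100 and -0.633 to -0.0937. The -0.100 of snoRNAs came without division by base means and is on the undivided scale, unlike the other ends of these ranges. The single-stranded share of highly reactive residues did so in all 7. It ranged from 67.0% to 75.8%, and with paired residues at helix ends counted as accessible the share was 85.6%. The share of highly reactive residues of tRNAs in the D and anticodon loops did so in all 3.

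Division by base and next-base means changed the most results. The stop codon region reversed to -0.0474, codon position 2 against 3 to -0.00970, codon position 1 against 3 changed sign without significance (-0.00612), codon position 1 against 2 lost significance at 0.00358, and position 1 against the others in the 5′ UTR lost it at -3.0e-04, while position 3 still exceeded position 2 there (0.0386). The 3′ against 5′ UTR difference became significant at -0.118 and the tRNA difference at -0.172 (permutation p = 0.021). Division by base means alone gave -0.0436 for 3′ against 5′ UTR, -0.00963 without significance for position 1 against the others in the 5′ UTR and a reversed -0.0431 for codon position 2 against 3. A rebuilt depth above 50 removed the excess at the base before the AUG (0.00917) and reversed position 1 against the others in the 5′ UTR (0.0116), and the 3′ against 5′ UTR difference changed sign without significance (0.00730).

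The 3′ against 5′ UTR difference was also reversed by the Ding-type score (0.00614, permutation p = 0.019), changed sign without significance over all covered transcripts (0.00288), and was significant with a pseudocount of 5 (-0.00941) and unique positions (-0.00815). Without replicate 1 it became significant (-0.00771, permutation p = 0.0070), and without replicate 2 it was -0.00212. The contrast of position 1 with the others in the 5′ UTR lost significance with the Ding-type score (-3.7e-04), preferred bases (-0.00301), DMS alone (-0.00198) and positions without an RT stop kept (-0.00243). The 3′ UTR periodicity, without significance throughout, changed sign with DMS alone (-0.00125) and all covered transcripts (-3.5e-04), and lay between -0.00132 and 5.0e-04 with a replicate left out. CMCT alone reversed codon position 2 against 3 (-0.00435) and changed the sign of 1 against 3 without significance (-0.00132).

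The tRNA difference changed sign without division by base means (0.00320), with Winsorising over positions above 0 (0.450) and with DMS alone (0.0741), and lay between -0.115 and 0.138 with a replicate left out, the latter without replicate 1. The lincRNA difference reversed with Winsorising over positions above 0 (-0.137) and at unique positions (-0.435), and lost significance over all covered transcripts (0.0546) and without replicate 2 (0.0598), with 0.116 without replicate 1.

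The correlation between replicates had no test, and all alternatives moved it: single nucleotides 0.606, crossed controls 0.740, all covered transcripts 0.787, Ding-type score 0.825, preferred bases 0.831, equal counts removed 0.849, pseudocount of 5 0.851 and positions without an RT stop kept 0.898. The highly reactive share was 27.8% for DMS and 27.9% for CMCT with Winsorising over positions above 0, 71.9% and 70.5% with the Ding-type score, 55.3% and 56.6% at 5 RT stops per base, and 70.2% and 69.4% with positions without an RT stop kept. The last setting counted 22144796 positions for DMS and 18892891 for CMCT, and at least 5 RT stops per base 2232580 and 2343314. With a replicate left out, DMS gave 4560883 to 5426532 positions, 76.7% to 77.1% of them highly reactive, and CMCT 5115431 to 6289386, with 75.0% to 79.9%. Without replicate 1, the CMCT count fell by more than a factor of 1.5, to 5115431, and the DMS count to 4560883.

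The base preference of DMS was 0.0902 with the position shifted upstream, 0.18 downstream, 0.40 with a pseudocount of 5, and 0.62 to 0.83 with a replicate left out. That of CMCT changed sign with both shifts (-0.00939 and -0.0146), fell to 0.0839 with a pseudocount of 5, and was 0.0736 without replicate 1 and 0.18 without replicate 2. The change in PPV was -0.0967 to -0.0196 and in sensitivity -0.0757 to -0.0233 with a replicate left out, where the values nearest 0 came without replicate 1. The snRNA share of counts at unique positions moved to 25.8% in NT and 11.2% in DMS.

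The number of covered transcripts was 13466 with 1 RT stop per base in each treatment and 17560 at unique positions, and 16086 without replicate 1 to 19326 without replicate 2. The correlation of abundance between NT and DMS was 0.930 with at least 10 counts and 0.914 to 0.921 with a replicate left out, 0.863 to 0.932 between NT and CMCT and 0.915 to 0.960 between DMS and CMCT. With RNA-seq, it was 0.0528 (NT), 0.110 (DMS) and 0.184 (CMCT) with at least 10 counts, -0.167, -0.113 and -0.0139 for protein-coding genes, 0.524, 0.592 and 0.621 at unique positions, and 0.598, 0.713 and 0.744 for both. Without replicate 1 the values were -0.126 (NT), -0.0659 (DMS) and 0.0379 (CMCT), and without replicate 2 they were -0.0228, -0.00372 and 0.0401.

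The number of genes past the threshold for DMS was 5593 with DESeq2, 1030 at unique positions, where 11521 genes were tested, and 1719 (without NT replicate 2) to 3130 with a library left out, among them 1903 without DMS replicate 1. For CMCT it was 641 at unique positions and 1600 (without NT replicate 2) to 4402, with 2503 without NT replicate 1. In these fits, the lone library was assumed to vary like the others. The share of higher genes was 70.5% for DMS and 78.2% for CMCT at unique positions, against 52.5% and 51.8% over all positions, and 37.7% for CMCT with NT and CMCT alone in the fit. Single libraries also moved it, to 32.1% for DMS without DMS replicate 2, to 37.3% for DMS and 39.4% for CMCT without NT replicate 1, and to 58.5% for DMS without DMS replicate 1. That fit and DESeq2 also shifted the median log2 ratio of all genes for CMCT from 0.11 to -0.0738 and 0.0082. Of the genes past the threshold at unique positions, 791 (DMS) and 539 (CMCT) were also past it over all positions, 781 and 500 of them in the same direction.

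Treatments share only the numbers of their replicates. The deviations of replicate 1 from replicate 2 correlated across genes at 0.553 between NT and DMS, 0.0175 between NT and CMCT and -0.102 between DMS and CMCT. With the number as a replicate block, 5616 genes passed for DMS, 46.3% of them higher, and 5030 for CMCT, the tRNA difference was 0.0119 and the 3′ UTR periodicity -3.5e-04.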

Differences from the paper's values

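All tests and alternatives named here without further remark were set before the data were examined, and those chosen after the values were seen are named as such. A mean, share or number is counted as within the paper's value when the larger of both is at most 1.5 times the smaller or the gap is no larger than the SD of the replicates, so a value called within can still be far from the paper's.

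The paper states a depth of about 90 M reads for each treatment. The deposited counts sum to 467 M for NT, 435 M for DMS and 520.1 M for CMCT, where a position is counted on every isoform. With each position taken once per gene, the libraries still held 181.3 M and 163.1 M for NT, 170.5 M and 153.97 M for DMS and 247 M and 140.2 M for CMCT, so isoforms do not account for the gap. No alternative was set for these sums.

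For the correlation of abundance with RNA-seq, the paper's value is at least 0.9. The values here were -0.0730 for NT, -0.0397 for DMS and 0.0357 for CMCT. None of the 3 alternatives, which were at least 10 counts in every library and each replicate left out, came within the paper's value. The highest values over the settings chosen after the values were seen were 0.598, 0.713 and 0.744, for protein-coding genes at unique positions, and did not reach it either.

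The paper's Pearson correlation between replicates is 0.90 and the value here 0.855. None of the 6 alternatives set before the data were examined had a value equal to the paper's. Keeping positions without an RT stop, chosen after seeing the values, gave 0.898, which rounds to the paper's value.

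The paper counts 1190948 reactive nucleotides for DMS and 1080859 for CMCT, and 6929294 and 7683219 were found here. None of the 5 alternatives came within 1.5 times of the paper's numbers, with at least 5 RT stops per base closest at 2232580 and 2343314. For DMS, the paper's shares are 49.9% moderately and 36.5% highly reactive, against 22.7% and 67.7%. For CMCT, the paper's shares are 16.6% weakly, 54.7% moderately and 28.7% highly reactive, against 10.4%, 25.7% and 63.9%. Of the 5 alternatives, Winsorising over positions above 0 came within the paper's value by this rule for all of these shares, with 51.2% and 27.8% for DMS and 24.8%, 47.4% and 27.9% for CMCT. It moved the weakly reactive share of DMS, which the paper gives as 13.6% and which was 9.59% here, to 21.0% and outside the rule. At least 5 RT stops per base did so for the weakly reactive share of CMCT only, and the other alternatives for none.

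Of the paired highly reactive residues, the paper places 84.2% at the ends of helices or next to bulges and loops, and 50% lay there among the 8 RNAs used here, which are not the paper's set. Of 6 alternatives, none came near the paper's value. Shifting the position by 1 nucleotide gave 56.3%, just within the rule of 1.5 times, and the others lay outside it.

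With reactivities, the paper's PPV of U2 is 1.00 and the value here 0.660. None of the 4 alternatives came within the paper's value. Without reactivities, the paper's PPV and sensitivity are 0.22 and 0.20 for mt-Tv, where 0.95 and 0.95 were found, and 0.41 and 0.35 for mt-Tt, where 0.95 and 1 were found. The paper's means over the 4 RNAs are 0.53 and 0.57, and the means here were 0.868 and 0.922. Folding without reactivities had no alternative. Another folding program was used here than in the paper.

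The paper's mean reactivity is 0.165 in the 5′ UTR and 0.229 in the Kozak sequence, and 0.278 and 0.379 were found here. Of the 11 alternatives, preferred bases alone, Winsorising over positions above 0, DMS alone and CMCT alone came within the paper's values, and the other 7 did not. The paper's means are 0.208 for the coding region, 0.172 for the 3′ UTR and 0.226 for the stop codon, against 0.331, 0.277 and 0.358. Its means for codon positions 1 to 3 are 0.220, 0.205 and 0.199, against 0.347, 0.328 and 0.317. For these, the same 4 alternatives, each replicate alone and the mean of both replicates taken after scoring came within the paper's values by this rule, and the other 4 did not. Replicate 1 alone did so narrowly, with 0.309 for the coding region, 0.257 for the 3′ UTR and 0.325 for codon position 1. With DMS alone, the means were 0.176 (5′ UTR), 0.209 (coding region), 0.172 (3′ UTR), 0.271 (Kozak) and 0.235 (stop codon), and with CMCT alone 0.173, 0.209, 0.173, 0.225 and 0.222. Keeping positions without an RT stop moved these means farther from the paper's, to 0.477, 0.518, 0.476, 0.548 and 0.535. The rule that sets such positions to 0 was chosen after means without it had been seen.

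The paper's mean reactivity of tRNAs is 0.251. The value here was 1.39 after division by the mean of each base. Brought back to the scale of undivided reactivities with the means of mRNAs it was 0.387, and the mean without this division was 0.405. Of the 14 alternatives, the Ding-type score, preferred bases alone and CMCT alone came within the paper's value by this rule, with 0.341, 0.375 and 0.376 on this scale, and the other 11 did not. The split is narrow, as replicate 1 alone gave 0.379 and lay outside. Keeping positions without an RT stop, unique positions, and removal of positions with equal replicate counts also did, and these were chosen after the values were seen.

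Some directions differed from those the paper states. The paper gives lincRNAs a lower reactivity than mRNAs, and the 78 used here were higher by 0.0954. Winsorising over positions above 0 gave the paper's direction, with means of 1.85 over 314 lincRNAs and 1.99 over 6708 mRNAs. Unique positions, chosen after the values were seen, also did, with 0.873 over 54 lincRNAs and 1.31 over 4407 mRNAs. Of the 20 alternatives for lincRNAs, these 2 changed direction, 2 lost significance and 16 stayed significantly higher. The paper gives tRNAs a lower reactivity than mRNAs, and the difference here was -0.0547 with a permutation p of 0.39. The paper describes a slightly higher reactivity of 3′ than 5′ UTRs, and the difference here was -0.00159. The Ding-type score, all covered transcripts and, among settings chosen after the values were seen, a rebuilt depth above 50 gave a positive difference. The paper reports better structures with reactivities for each of the 4 RNAs, and here only U2 improved in both measures, while the means changed by -0.0810 and -0.0854. The paper found no periodicity in the UTRs, and position 1 of the 5′ UTR differed from the others by -0.00461 with a permutation p of 0.012. Position 3 exceeded position 2 by 0.0218, a contrast added after the means were seen. The paper describes a strong preference of CMCT for G and U, and the mean log2 ratio at G was 0.11 here, below 0.20 at A and 0.16 at C. The paper finds nearly all highly reactive residues of tRNAs in the D and anticodon loops, and 66.7% were there among the 5 tRNAs used here.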

Other observations

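The tests on equal replicate counts, unique positions, rebuilt depth above 50, base and next-base means, AUG triplets inside the coding region, 1 transcript per gene name, strata of depth, both parts of the stop codon region and the relative differences were chosen after the results were seen.

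Equal counts in both replicates were more frequent than chance. In NT, 21.8% of positions with at least 50 counts in the sum had replicate counts within 1 of each other, where independent Poisson counts give 9.42%, so sampling chance does not explain them. Restricting to unique positions did not bring the share down, with 37.2% for CMCT against 11.2% by chance, which argues against reads shared between copies as the whole cause. By gene, 3.93% had replicate counts nearer than 0.1 Poisson SD in all 3 treatments, against 0.0501% by chance if treatments are independent. Within single treatments the shares were 6.93% in NT, 8.71% in DMS and 7.42% in CMCT against 7.95%, 7.94% and 7.94%. Chance is here counting noise alone, and replicates vary more than that, so these shares do not exclude an excess within treatments. Among snRNA genes this was 38.8% (276 of 712), and among protein-coding genes 0.897% (70 of 7806). The share of equal positions per transcript correlated across 4172 transcripts at 0.921 between NT and DMS, 0.949 between NT and CMCT and 0.913 between DMS and CMCT. Part of the counts may thus not have been obtained independently in both replicates. How this came about stays open, and no biological explanation was tested.

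The low correlation of CIRS-seq counts with RNA-seq rose to at least 0.524 at unique positions, over 0.5 for NT, DMS and CMCT, as it would if reads shared between copies lowered it. Counts on several copies of the same sequence may therefore be a candidate source of the low value over all positions. The genes with most counts, AC099934.1 and AC157822.1, each had 0.543% of the counts of all libraries.

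The log2 fold changes per gene between DMS and NT rose with the share of A and C in the gene (Spearman correlation across genes 0.313), so base composition may account for part of these differences. Between CMCT and NT, they fell with the share of G and U (-0.270) and so rose with A and C as well. The relation is thus not specific to DMS. Both comparisons share the NT libraries, and a source in these was not tested.

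The lower reactivity of the UTRs was tested against 3 technical explanations. With reactivities divided by the means of base and next base, the difference was -0.108 for the 5′ UTR and -0.226 for the 3′ UTR. Over positions with a rebuilt depth above 50 it was -0.0444 and -0.0567, and at unique positions -0.0474 and -0.0538. Each kept a permutation p of 1e-05, the smallest possible, so none of these explanations removes the pattern. The divided values are on another scale. Relative to the coding region, the 5′ UTR was lower by -16.0% before and -8.78% after division, and the 3′ UTR by -16.4% and -18.4%. Lower base pairing of the coding region stays open as a hypothesis, as does any technical source not tested.

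After division by base and next-base means, the Kozak sequence stayed above the coding region (0.0810, or 6.61% against 14.6% before division), as did the base before the AUG (0.0558, or 4.55% against 47.7%). The stop codon region did not stay above (-0.0474). Its 3 nucleotides upstream stayed above the coding region (0.0710, permutation p = 3e-05), and only the stop codon itself fell below (-0.166). Base composition may thus account for the excess at the stop codon itself. Upstream of it, the means were 0.363 against 0.331 in the coding region before division and 1.297 against 1.226 after. Composition may account for part of this upstream excess, but division did not remove it. However, the base before the AUG was less reactive than the same base before AUG triplets inside the coding region of the same genes, by -0.0267 (permutation p = 7e-04). Its high value may therefore belong to the sequence before any AUG, for example through read starts favored there, and not to the start codon.

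After division by base and next-base means, the differences of codon position 1 from 2 (0.00358) and from 3 (-0.00612) lost significance, and position 2 against 3 reversed (-0.00970, permutation p = 0.040). The base and next-base composition of codons may thus account for the periodicity of reactivity in the coding region. A structural difference is not excluded.

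The lower reactivity of snoRNAs was -0.340 with 1 transcript per gene name and -0.360 within strata of RT stops per base. For snRNAs these values were -0.238 and -0.332. All were past the threshold, so copies do not remove the pattern, and for snoRNAs the strata of depth do not either. For snRNAs the strata cannot decide on depth, since the medians were 843 RT stops per base for snRNAs and 3.34 for mRNAs. The strata use the depth of whole transcripts. They cannot show whether the limit on depth at each position selects more reactive positions of mRNAs. A higher share of base pairs in both classes stays open as a hypothesis found and tested on the same data.

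The paper speaks of purine-rich motifs of Lin28a. The sequences GGAG, GGAGA and AAGNNG were chosen here for them and compared with the 20 nucleotides on both sides in the mRNAs of 3884 genes, without regard to binding, since the CLIP-seq peaks were not used here. Their mean reactivity was 0.265 against 0.311 in the flanks, a difference of -0.0461 (sign-flip permutation test, p = 1e-05, the smallest possible). Of 5 alternatives, those on the same scale ranged from -0.0546 to -0.0326, and division by base means gave -0.112 on the divided scale. Relative to the flanks, the reported difference was -14.8%. Division by base means gave -10.1%, and division by base and next-base means -3.93% (-0.0440 on the divided scale, with means of 1.077 and 1.121), so the relative difference was much smaller after division but was not removed. By motif, the difference was -0.0981 for GGAG, -0.0558 for GGAGA and -0.0204 for AAGNNG.

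The hairpin of Uhrf1 that the paper shows (CAGGUACAGAAGAGAGCCCUAUCUG) had 111 RT stops of DMS and CMCT. Its purine run AGAAGAGAG had a mean reactivity of 0.466, with 4 of 9 residues highly reactive, and the other 16 residues 0.376, with 3 highly reactive. In replicate 1 the means were 0.333 and 0.320 and in replicate 2 they were 0.403 and 0.444, so the direction differed between replicates.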
